# Shifting osteogenesis in vascular calcification

**DOI:** 10.1172/jci.insight.143023

**Published:** 2021-05-24

**Authors:** Jiayi Yao, Xiuju Wu, Xiaojing Qiao, Daoqin Zhang, Li Zhang, Jocelyn A. Ma, Xinjiang Cai, Kristina I. Boström, Yucheng Yao

**Keywords:** Vascular Biology, Cardiovascular disease

## Abstract

Transitions between cell fates commonly occur in development and disease. However, reversing an unwanted cell transition in order to treat disease remains an unexplored area. Here, we report a successful process of guiding ill-fated transitions toward normalization in vascular calcification. Vascular calcification is a severe complication that increases the all-cause mortality of cardiovascular disease but lacks medical therapy. The vascular endothelium is a contributor of osteoprogenitor cells to vascular calcification through endothelial-mesenchymal transitions, in which endothelial cells (ECs) gain plasticity and the ability to differentiate into osteoblast-like cells. We created a high-throughput screening and identified SB216763, an inhibitor of glycogen synthase kinase 3 (GSK3), as an inducer of osteoblastic-endothelial transition. We demonstrated that SB216763 limited osteogenic differentiation in ECs at an early stage of vascular calcification. Lineage tracing showed that SB216763 redirected osteoblast-like cells to the endothelial lineage and reduced late-stage calcification. We also found that deletion of GSK3β in osteoblasts recapitulated osteoblastic-endothelial transition and reduced vascular calcification. Overall, inhibition of GSK3β promoted the transition of cells with osteoblastic characteristics to endothelial differentiation, thereby ameliorating vascular calcification.

## Introduction

Transitions between cell lineages contribute to the normal developmental process, whereas misguided transitions can initiate pathological processes (1–4). One such medical condition is vascular calcification, which significantly increases morbidity and mortality in diabetic patients; worsens atherosclerosis; and is associated with an increased risk of congestive heart failure, myocardial infarction, and systemic hypertension (5–8). Vascular calcification is also a significant problem in chronic kidney disease and frequently complicates vascular procedures and surgeries (9, 10). Moreover, vascular calcification has been shown to be a strong predictor of coronary heart disease, stroke, and diabetes-related amputation (11). There is currently no medical treatment that limits or reverses vascular calcification.

Vascular calcification is recognized as a common and active process of ectopic bone formation. In this process, dysregulated systemic and local factors cause vascular cells to take on osteogenic characteristics (12–15). The vascular endothelium has been shown to be a significant contributor to vascular calcification. Besides being a source of osteoinductive factors responding to hyperglycemia, oscillatory shear stress, or hyperlipidemia (12, 16, 17), the endothelium also contributes cells directly to the calcifying process (1, 12, 13, 16–20). Osteoblast-like cells derived from endothelial cells (ECs) can be detected in calcified arterial media, atherosclerotic lesions, tumor vessels, diabetic vasculopathy, and other medical conditions (1, 12–14, 16–18, 20). In these conditions, the vascular endothelium undergoes full or partial endothelial-mesenchymal transitions in order to generate calcifying cells. During the transition, the endothelial characteristics diminish while mesenchymal characteristics emerge, allowing the ECs to gain plasticity that is required to divert to osteogenic differentiation (1, 12, 13, 18–20). However, it is unknown whether it is possible to reverse the transition by shifting osteoblast-like cells to endothelial differentiation and whether this would affect vascular calcification.

In this study, we created a high-throughput screening and identified a glycogen synthase kinase 3 (GSK3) inhibitor (SB216763) that induced osteoblastic-endothelial transition. We demonstrated that SB216763 limited osteogenic characteristics in the endothelium at an early stage of vascular calcification. Lineage tracing further showed that SB216763 redirected osteoblast-like cells to endothelial differentiation and reduced late-stage calcification. Moreover, we found that limiting GSK3β resulted in osteoblastic-endothelial transition, and gene deletion of GSK3β reduced vascular calcification.

## Results

### High-throughput screening shows that the GSK3 inhibitor SB216763 promotes osteoblastic-endothelial transition.

We created a high-throughput screen by modifying the mouse osteoblast line MC3T3. Fetal liver kinase 1 (Flk1) is a well-established endothelial marker (21). We integrated the Flk1 promoter–driven EGFP into the osteoblasts, where it was undetectable at baseline (Figure 1, A and B). Induction of EGFP in the osteoblasts would indicate that the cells undergo osteoblastic-endothelial transition. We then screened several libraries of small molecules, including an FDA-approved drug library, a UCLA in-house collection, and a custom set of compounds. These libraries contained more than 22,000 small molecules ranging from natural products to synthesized compounds. After 14 days of treatment, the high-throughput screen identified the GSK3 inhibitor SB216763 as a strong activator of EGFP expression (Figure 1, A and B). After treating the cells with 10 μM SB216763, flow cytometric analysis showed that more than 98% of cells expressed EGFP, and 95% of EGFP-positive cells expressed the endothelial markers CD31 and VE-cadherin (Figure 1C). Using different doses of SB216763 (1–10 μM), we further showed that the reduction of the osteogenic markers Cbfa1, osterix, and osteocalcin and the induction of the endothelial markers CD34, VE-cadherin, CD31, and endothelial NOS (eNOS) occurred in a dose-dependent manner (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.143023DS1). We treated the osteoblasts with 10 μM SB216763 and examined the time-course expression of the osteogenic and endothelial markers. The results showed that the reduction of the osteogenic markers preceded the induction of the endothelial markers (Figure 1D), suggesting that the osteoblasts lost at least part of their lineage characteristics before expressing endothelial markers. We confirmed this finding in the human osteoblast line hFOB 1.19, where the expression pattern of lineage markers was similar to that of the mouse osteoblasts (Supplemental Figure 1, B and C), suggesting that osteoblastic to endothelial transition through GSK3 inhibition is similar in human and mouse cells. To determine whether an intermediate mesenchymal stage or emerging stemness is required for SB216763 to induce the osteoblastic-endothelial transition, we examined several mesenchymal and stem cell markers but found no induction after SB216763 treatment (Supplemental Figure 2A). We further determined the specificity of endothelial differentiation by closely examining other vascular lineage markers, including smooth muscle cells (SMCs), pericytes, and fibroblast markers, using real-time PCR. In addition, we examined nonvascular lineages, including the cardiac, neuronal, hepatic, pulmonary, renal, hematopoietic, and adipogenic lineages. No changes were found in these markers (Supplemental Figure 2A). Because GSK3 is important in glucose metabolism, we determined the expression of genes involved in glucose metabolism in the SB216763-treated osteoblasts, including casein kinase 2, glucose transporter 4, and insulin receptor substrates 1 and 2. No changes were detected in these genes either (Supplemental Figure 2B).

We next examined the differential expression profiles of SB216763-treated osteoblasts using RNA-Seq, which showed that SB216763 altered the transcript profile of the cells. It suppressed osteogenic markers while enhancing endothelial markers (Figure 1E), thereby increasing the similarities between the osteoblasts treated with SB216763 and the ECs (Supplemental Figure 3A). 

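RNA-Seq was performed on untreated MC3T3 cells, on SB216763-treated MC3T3 cells, and on mouse pulmonary ECs, with n = 3 libraries in each of the 3 groups. MC3T3 is a mouse osteoblast line, and SB216763 is a small-molecule inhibitor of the GSK3 kinases. The treated osteoblasts received 10 μM SB216763 for 14 days. The paper's text does not name the time in culture of the untreated osteoblasts. The authors aligned the reads and counted them per gene with STAR, and deposited the counts of 50686 mouse genes by Ensembl identifier, without normalization. The genome build, annotation, and strand setting of this counting are not stated in the paper's text, so counts of near-identical, overlapping, or antisense genes are uncertain. The control libraries held 68946333, 59125904, and 30990107 counts, the SB216763 libraries 32629208, 36407894, and 34064250, and the EC libraries 43013521, 32523234, and 42878370. In these libraries, 3 counts corresponded to between 0.0435 and 0.0968 CPM (counts scaled to the total of the library), which was taken as the smallest level that this depth can show and covers counting error only. The counts were normalized with the TMM method of edgeR, and the 15531 genes kept by its expression filter were tested with its quasi-likelihood test. All 9 libraries entered one fit, and p-values were adjusted by the Benjamini-Hochberg method. Genes passed the threshold at an absolute log2 fold change of at least 2 and an adjusted p-value (FDR) under 0.01, which are the cutoffs in the paper's methods. The biological coefficient of variation was 0.0554 over all genes tested. The paper's text does not state whether the 3 libraries of a group come from separate cultures. The p-values therefore measure differences against the spread of these libraries, which may leave out variation between cultures. No pair of replicates differed by as little as the sampling noise. The chi-square statistic per gene, which is near 1 for counting error alone and grows with depth, ranged from 3.29 between EC replicates 1 and 2 to 129 between control replicates 1 and 2. Replicates carry the numbers 1 to 3 in every group. The deviations of same-numbered libraries from their group means had a correlation across genes of 0.0689 for the control and SB216763 libraries, -1.76e-04 for the control and EC libraries, and -0.0173 for the SB216763 and EC libraries. Fits with the replicate number as a block were computed as an alternative.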

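Of the osteogenic genes labeled in Figure 1E, Sp7, which encodes osterix (chromosome 15, 102356606 to 102367182 in GENCODE M21 on GRCm38), went from 298 ± 11.6 CPM in the control osteoblasts to 26.0 ± 1.36 CPM after SB216763 treatment (SD, n = 3). Its log2 fold change was -3.52 (standard error 0.06, adjusted p = 4.56e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col1a1 and Col1a2 had log2 fold changes of -3.17 and -2.39, and their joint share of all counts went from between 4.02% and 5.40% in the control libraries to between 0.846% and 0.882% in the treated libraries. Runx2, which antisense genes overlap, decreased less, from 158 ± 21.7 to 116 ± 2.36 CPM, with a log2 fold change of -0.44 (adjusted p = 8.33e-05 from the same edgeR test with Benjamini-Hochberg adjustment). Bglap went from 4.32 ± 0.462 to 2.00 ± 0.504 CPM, and Bglap2 from 4.25 ± 0.388 to 5.25 ± 0.413 CPM. Both encode osteocalcin, and as near-identical copies their counts are uncertain. Of the 5 labeled osteogenic genes, 3 passed the fold threshold.
All 5 endothelial genes labeled in Figure 1E increased, and 3 of them passed the fold threshold. Nr2f2 (chromosome 7, 70351944 to 70366735) went from 35.3 ± 2.91 to 193 ± 3.90 CPM, against 179.6 ± 5.36 CPM in ECs. Hes1 went from 6.66 ± 0.507 to 68.9 ± 3.49 CPM, against 52.0 ± 0.756 CPM in ECs. Notch1 reached 138 ± 12.3 CPM, against 221 ± 11.4 CPM in ECs, with a log2 fold change of 2.92 (standard error 0.10, adjusted p = 2.45e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Foxc2 and Vwf had log2 fold changes of 1.64 and 1.07. Vwf was at 2.42 ± 0.0804 CPM after treatment and 256 ± 18.4 CPM in ECs. For each of the 10 labeled genes, the 3 treated libraries all lay on one side of the 3 control libraries, which happens by chance for 10% of genes. Cdh5, which encodes VE-cadherin (chromosome 8, 104101625 to 104144511), was at 0.585 ± 0.141 CPM in the controls, 0.599 ± 0.0802 CPM after treatment, and 1794 ± 35.0 CPM in ECs. A difference between treated and control osteoblasts was not detectable at this depth for Cdh5, Pecam1, Kdr, or Nos3 (adjusted p = 0.944, 0.725, 0.373, and 0.501 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their means after treatment were at most 0.788 CPM, against at least 455 CPM in ECs. Depth limits how small a change can be seen in them, but a rise to near the EC level would have been seen. Cd34 went from 54.1 ± 3.39 to 30.3 ± 2.65 CPM, against 919 ± 7.01 CPM in ECs.

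**Figure D1:**
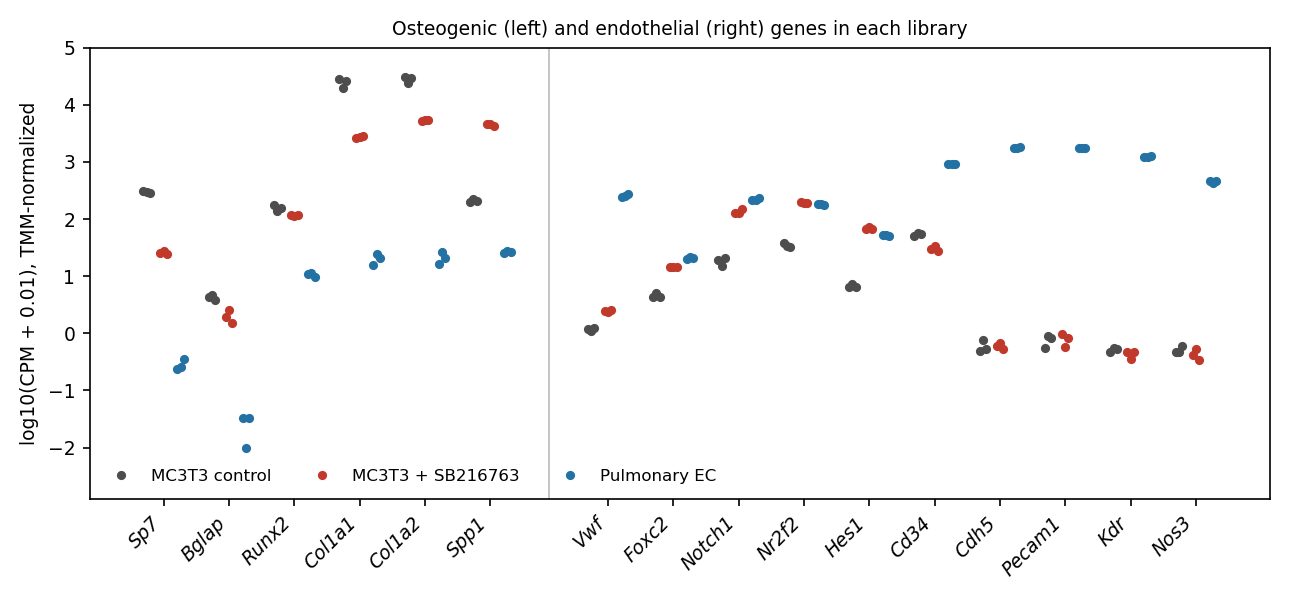
Level of 6 osteogenic and 10 endothelial genes in each of the 9 libraries, as log10 of TMM-normalized CPM plus 0.01. Each point is 1 library, and colors mark control osteoblasts, SB216763-treated osteoblasts, and pulmonary ECs. The treated libraries lie above the ECs for Nr2f2 and Hes1, and among the control libraries for Cdh5 and Pecam1.

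Similarity to ECs was measured as the Pearson correlation of log2 CPM across the genes tested, which are not independent replicates. The mean correlation with the EC libraries was 0.743 ± 2.49e-04 for the control libraries and 0.743 ± 7.71e-04 for the SB216763 libraries (SD, n = 3). The difference of -3.99e-04 was smaller than the spread between the treated replicates (2-sided exact permutation test, p = 0.5, where 3 libraries against 3 cannot give less than 0.1). Over the 1000 genes with the largest variance, the mean correlation was -0.556 for the controls and -0.511 after treatment. Over the genes of Supplemental Figure 3A, it was -0.515 for the controls and -0.367 after treatment. With Spearman's correlation over all genes tested, it was 0.793 for the controls and 0.787 after treatment. In each of these 3 settings the 2-sided exact permutation test gave p = 0.1. From the suppressed osteogenic and the enhanced endothelial markers, the paper reasons that the treated osteoblasts became more similar to the ECs.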

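Between SB216763-treated and control osteoblasts, 907 of the 15531 genes tested (5.84%) were lower after treatment at an absolute log2 fold change of at least 2. With the replicate number as a block, 901 genes were lower. The alternative that moved this number most was a log2 fold change of at least 1, which gave 2015 genes. Among the lower genes with at least 10 CPM in the controls, the largest decrease was in Pappa2 (chromosome 1, 158711727 to 158980490), from 1963 ± 276 to 5.10 ± 0.139 CPM (SD, n = 3). Its log2 fold change was -8.59 (standard error 0.12, adjusted p = 1.37e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pcolce2, Igfbp2, Thsd4, and Astn1 followed, with log2 fold changes of -7.98, -7.73, -7.54, and -7.48. With each library left out in turn, the log2 fold change stayed between -8.71 and -8.53 for Pappa2 and between -9.24 and -7.32 for Igfbp2. Igfbp2 had 2, 3, and 17 counts in the 3 treated libraries.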

Using a 4-fold differential threshold level, we found that the expression of 827 genes decreased in the SB216763-treated osteoblasts. These overlapped with 1357 genes with high expression in the osteoblasts as compared with ECs. 

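In the comparison of control osteoblasts with pulmonary ECs, 1533 genes (9.87% of those tested) were higher in the osteoblasts, and the fit with the replicate block gave 1533. Sp7 was at 0.273 ± 0.0646 CPM in ECs (SD, n = 3), a log2 fold change of 10.06 between control osteoblasts and ECs (standard error 0.10, adjusted p = 3.26e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col1a1 was at 20.6 ± 4.48 CPM in ECs and 24511 ± 4467 CPM in the controls, and Runx2 was at 10.7 ± 0.820 CPM in ECs. All 14 osteogenic genes of Supplemental Figure 3A were higher in the control osteoblasts past the threshold.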

We identified a 307-gene cohort in both analyses. 

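The genes that were lower after SB216763 treatment and higher in control osteoblasts than in ECs numbered 348, which is 38.4% of the lower genes and 22.7% of the osteoblast genes. Independent sets of these sizes would share 89.5 genes (2-sided Fisher's exact test over the genes tested, p = 6.72e-127, odds ratio 7.06). Over the 4 combinations of directions tested in this way, the Benjamini-Hochberg adjusted p of Fisher's exact test was 2.69e-126. These p-values treat genes as independent, which they are not. A further 101 of the lower genes were higher in ECs than in control osteoblasts, where 123 would be shared (p = 0.0313, or 0.0418 after adjustment, from the same exact test). With the replicate block the cohort held 350 genes. The largest decreases in the cohort were in Pappa2, Igfbp2, Thsd4, Astn1, and Mfap5. Mfap5 went from 85.3 ± 3.52 to 0.507 ± 0.0860 CPM and was at 0.783 ± 0.159 CPM in ECs (SD, n = 3).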

Gene Ontology (GO) termed these genes enriched for the signal pathway of osteoblastic differentiation and bone development (Supplemental Figure 3B). Similarly, we found 519 genes with increased expression after SB216763 treatment. These overlapped with 1801 genes with high expression in ECs as compared with osteoblasts, and we identified another cohort of 235 genes that showed increased expression in both analyses. 

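GO annotation was not used here. In its place, a list of 50 genes of bone development and bone matrix was set against the cohort. The list was written before the data were examined and leaves out the genes that the paper names for its RNA-Seq. Of its 44 genes that were tested, 13 belonged to the cohort, where 0.986 would be expected (2-sided Fisher's exact test over the genes tested, p = 7.97e-12, or 1.59e-11 after Benjamini-Hochberg adjustment over the 2 lists tested). Against only the genes higher in control osteoblasts than in ECs, 7.04 would be expected (p = 0.0156, Fisher's exact test). The fit with the replicate block gave 13 genes. Ibsp went from 152 ± 10.5 to 11.4 ± 1.43 CPM (SD, n = 3), with a log2 fold change of -3.74 (standard error 0.08, adjusted p = 8.58e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Smpd3 and Alpl, the alkaline phosphatase gene, had log2 fold changes of -5.97 and -6.17. Over the whole list, 17 genes were lower past the threshold and 3 were higher, and adjusting over the list alone gave 17 and 3. The higher genes were Dmp1, Enpp1, and Igfbp5.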

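After SB216763 treatment, 592 genes (3.81% of those tested) were higher than in the control osteoblasts. The replicate block gave 581 genes. A fit of only the treated and control libraries gave 517, and a test directly against a log2 fold change of 2 gave 318. Among the higher genes with at least 10 CPM after treatment, the largest increases were in Inmt, Cd38, Dmp1, Cd200, and Scml4. Inmt had 2, 1, and 0 counts in the control libraries and 17.1 ± 0.476 CPM after treatment (SD, n = 3), at least 164.6-fold higher. Cd38 (chromosome 5, 43868553 to 43912375) went from 0.131 ± 0.0571 to 64.9 ± 6.12 CPM, with a log2 fold change of 8.80 (standard error 0.14, adjusted p = 3.70e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dmp1 went from 0.185 ± 0.0663 to 66.4 ± 0.913 CPM, Cd200 from 0.146 ± 0.0943 to 46.9 ± 2.81 CPM, and Scml4 from 0.0552 ± 0.0340 to 21.3 ± 1.62 CPM.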

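Expression was higher in ECs than in control osteoblasts for 2102 genes (13.5% of those tested), or 2101 with the replicate block. The overlap with the genes increased by SB216763 was 257 genes, or 251 with the block. Independent sets would share 80.1 (2-sided Fisher's exact test over the genes tested, p = 1.73e-74, or 3.47e-74 after Benjamini-Hochberg adjustment over the 4 combinations of directions, odds ratio 5.44). The cohort made up 43.4% of the increased genes and 12.2% of the EC genes. Another 70 of the increased genes were higher in control osteoblasts than in ECs, where 58.4 would be shared (p = 0.106, Fisher's exact test). When each comparison was fitted with its own 2 groups alone, the cohort held 190 genes. The largest increases in the cohort were in Inmt, Cd38, Cd200, Cbs, and Trp53i11. In ECs, Cd38 was at 140.1 ± 5.65 CPM and Cd200 at 154 ± 5.65 CPM (SD, n = 3). Inmt was at 0.130 ± 0.0490 CPM in ECs, below its level in the treated osteoblasts. Cbs went from 0.0974 ± 0.0163 to 17.5 ± 1.31 CPM and was at 0.939 ± 0.113 CPM in ECs. Trp53i11 went from 0.149 ± 0.0524 to 18.5 ± 0.642 CPM, near the 14.5 ± 0.614 CPM of ECs. Nr2f2, Notch1, and Hes1 belonged to the cohort.

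**Figure D2:**
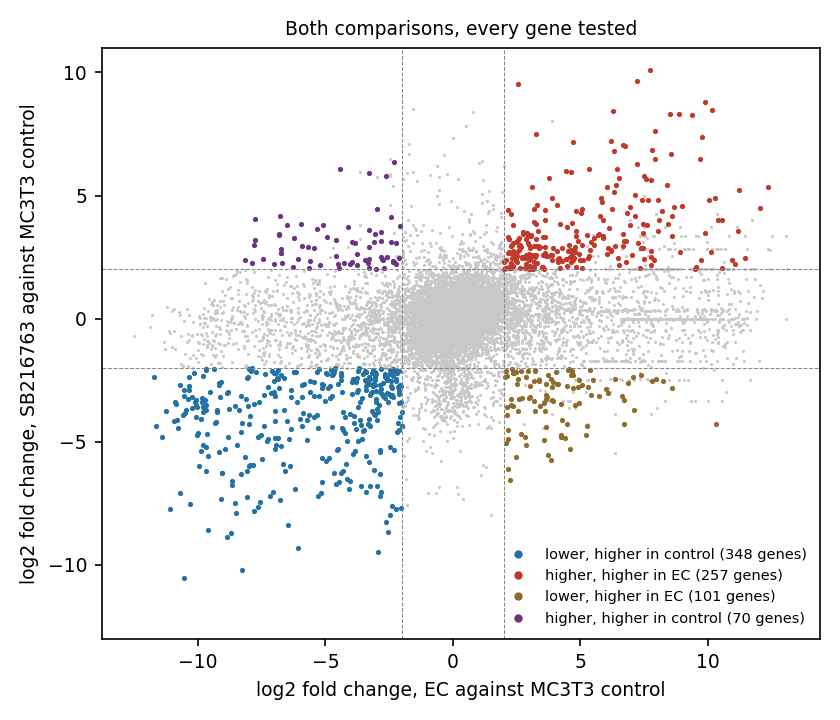
Log2 fold change of SB216763-treated against control osteoblasts (vertical axis) and of ECs against control osteoblasts (horizontal axis), each point being 1 of the 15531 genes tested. Colored points passed the threshold in both comparisons, and dashed lines mark absolute log2 fold changes of 2. Of the 776 colored genes, 605 changed in the direction of the EC level and 171 in the opposite direction. This counts the sign alone and restates the overlaps of the 2 comparisons. The 605 include 103 lower and 59 higher genes that went beyond the EC level.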

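A list of 50 genes of ECs and blood vessel development, written in the same way and without the genes that the paper names for its RNA-Seq, was set against the cohort increased by SB216763 and higher in ECs. Of its genes, 46 were tested and 41 were higher in ECs than in control osteoblasts. The cohort held 0 of them, where 0.761 would be expected (2-sided Fisher's exact test over the genes tested, p = 1). Against only the genes higher in ECs than in control osteoblasts, 5.01 would be expected (p = 0.00709, Fisher's exact test). The replicate block also gave 0. Without adjustment, 9 genes of the list were higher after treatment at a p under 0.05, none of them past the fold threshold. At a log2 fold change of at least 1, the cohort held 5 genes of the list, where 2.01 would be expected over all genes tested (p = 0.0493, Fisher's exact test). The background of genes higher in ECs was not used at this fold change, so an excess over that background is not shown. In the other direction, 8 genes of the list were lower after treatment past the threshold, namely Tal1, Ptprb, Hhex, Klf2, Efnb2, Hey1, Adgrf5, and Stab1. Not all of them were near their EC level in the controls. Adgrf5 went from 4.21 ± 0.284 to 0.764 ± 0.0465 CPM, against 1062 ± 19.2 CPM in ECs. Klf2 went from 46.6 ± 3.35 to 4.14 ± 0.709 CPM (SD, n = 3), with a log2 fold change of -3.50 (standard error 0.09, adjusted p = 7.81e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).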

GO revealed these genes to be enriched in the signal pathway of endothelial differentiation and vascular formation (Supplemental Figure 3B).

We cultured the SB216763-treated osteoblasts in osteogenic induction media in vitro. Von Kossa staining showed a lack of mineralization (Supplemental Figure 3C). We then tested the SB216763-treated osteoblasts in tube formation assays in vitro, which showed a robust tube formation by VE-cadherin–positive cells (Supplemental Figure 3C). It suggested a suppression of osteoblastic characteristics after SB216763 treatment.

### SB216763 causes osteoblasts to lose osteogenic capacity in ectopic bone formation but gain ability to integrate into vascular endothelium structures.

To assess the function of SB216763-treated osteoblasts, we performed transplantation experiments to examine the osteogenic capacity by using a well-established ectopic bone formation assay in vivo (22). We adapted the assay to the use of EGFP-positive cells, which were isolated from SB216763-treated Flk1-EGFP osteoblasts. Micro-CT imaging showed reduced amounts of ectopic bone, with less trabecular formation and bone volume in the implants containing the EGFP-positive cells compared with the controls (Figure 2, A and B). Histology and immunostaining both confirmed a lack of osteocytes in the implants with the EGFP-positive cells (Figure 2A and Supplemental Figure 4A).

Next, we tested the EGFP-positive cells in the hind limb ischemia model in nude mice to evaluate their capacity to promote vascular repair. After ligation of the proximal and distal femoral artery, EGFP-positive cells were transplanted. Mouse pulmonary ECs and osteoblasts were used as controls. Laser Doppler perfusion imaging demonstrated significantly higher limb blood flow in the mice transplanted with EGFP-positive cells than osteoblasts (Figure 2, C and D, and Supplemental Figure 4B), suggesting that the SB216763-treated cells gained endothelial function during the vascular repair. Histology and immunostaining also showed coexpression of EGFP and endothelial markers associated with the increased vascular density (Figure 2, E and F, and Supplemental Figure 4C), suggesting that the transplantation of the EGFP-positive cells enhanced vascularization through incorporation of additional cells or paracrine effects.

### Alteration of SMAD1 and β-catenin is responsible for osteoblastic-endothelial transdifferentiation.

We screened the expression of transcription factors that are known to be involved in vascular development or bone formation. We found a dose-dependent decrease in expression and phosphorylation of SMAD1 but a robust increase of β-catenin in SB216763-treated osteoblasts as determined by immunoblotting (Figure 3A). GSK3-mediated phosphorylation of β-catenin is known to cause destabilization and degradation of the protein (23, 24), and the increase of β-catenin in the SB216763-treated osteoblasts validated these studies (Figure 3A). To determine whether excess β-catenin affected SMAD1 expression, we depleted β-catenin in SB216763-treated osteoblasts using siRNA. This prevented the decrease of SMAD1 (Figure 3B), suggesting that SMAD1 is a downstream target for suppression by β-catenin. We explored DNA-binding sites for β-catenin by locating binding motifs in the *Smad1* gene and identified 4 individual sites located at –196 bp, –1454 bp, –2805 bp, and –4729 bp upstream of exon1 (Supplemental Figure 5A). ChIP assays confirmed an increased abundance of β-catenin around these sites in the SB216763-treated osteoblasts compared with untreated controls (Supplemental Figure 5B). Next, we determined the transcriptional status of *Smad1* by examining the histone modification, including trimethylated histone H3 lysine 4 (H3K4me3), which is associated with active transcription, and H3K27me3, a marker of closed chromatin. The results showed decreased abundance of H3K4me3 but increased abundance of H3K27me3 around the same DNA-binding sites for β-catenin in the promoter region of the *Smad1* gene (Supplemental Figure 5C). Together, the results suggested that the increased β-catenin directly targeted the transcriptional regulation of *Smad1* and suppressed its expression.

We depleted β-catenin using lentiviral vectors containing β-catenin siRNA or restored SMAD1 using lentiviral vectors containing CMV promotor–driven SMAD1 cDNA in SB216763-treated osteoblasts (Supplemental Figure 5D). β-Catenin–specific siRNA efficiently reduced β-catenin and prevented the decrease of SMAD1. The restored SMAD1 had no effects on the β-catenin level (Supplemental Figure 5D), which supported β-catenin as an upstream regulator of SMAD1 expression.

To determine whether altering β-catenin and SMAD1 is sufficient for osteoblastic-endothelial transition, we first changed the levels of β-catenin and SMAD1 in osteoblasts using lentiviral vectors that expressed β-catenin or SMAD1 siRNA. We found that decreasing SMAD1 alone reduced expression of the osteogenic markers Cbfa1 and osterix but did not induce the endothelial markers Flk1 and VE-cadherin (Figure 3C). Increased β-catenin alone or in combination with decreased SMAD1 reduced the osteogenic markers and enhanced the endothelial markers (Figure 3C). The results suggested that the elevated β-catenin targeted SMAD1, diminished osteoblastic fate, and drove the cells toward the endothelial lineage.

We then assessed the osteogenic capacity of the SB216763-treated osteoblasts after restoring SMAD1 or depleting β-catenin. The cells were first cultured in osteogenic induction media. Von Kossa staining showed clear mineralization after restoring SMAD1 or depleting β-catenin in the SB216763-treated cells (Supplemental Figure 5E). We transplanted the cells into nude mice to test ectopic bone formation. Micro-CT imaging showed similar volumes of ectopic bone formation between osteoblast controls and SB216763-treated cells with SMAD1 overexpression or β-catenin depletion (Figure 3D). Immunostaining confirmed the presence of osteocytes in these implants (Supplemental Figure 5F). The results suggested that restoring SMAD1 or depleting β-catenin in SB216763-treated osteoblasts prevented the loss of osteogenic capacity.

Next, we tested the cells in tube formation assays in vitro. The results showed decreased tube formation only in SB216763-treated cells with β-catenin depletion (Supplemental Figure 5G). We transplanted the cells into the hind limb ischemia mouse model. Laser Doppler perfusion imaging showed less blood flow in the mice transplanted with SB216763-treated osteoblasts with depletion of β-catenin than cells without depletion (Figure 3E). No difference was observed between cells with or without restored SMAD1 (Figure 3E). The results suggested that depletion of β-catenin decreased the endothelial capacity of SB216763-induced osteoblasts in vascular repair.

We performed ChIP-Seq to examine the alterations of SMAD1 or β-catenin DNA binding in SB216763-treated osteoblasts. The Homer tool detected significant changes in the SMAD1 and β-catenin enrichment peaks (Supplemental Figure 6, A and B); 8214 genes were identified in which the DNA binding of SMAD1 decreased in the regulatory regions. We extended the search to determine whether there was any overlap between these genes and the 827 genes suppressed by SB216763 in osteoblasts. A new group of 649 genes was identified with a decrease in both gene expression and SMAD1 DNA binding. GO analysis termed these genes as being involved in the signaling pathways of osteoblastic differentiation and bone formation (Supplemental Figure 6A).

ChIP-Seq also showed 1543 genes with increased β-catenin DNA binding in the regulatory regions. Extended searches were conducted for potential overlaps between these genes and the cohort of 519 genes induced by SB216763 in the osteoblasts. A new group of 284 genes was identified with an increase in both expression and β-catenin DNA binding. GO analysis showed these genes to be involved in the signaling pathways of endothelial differentiation and vessel development (Supplemental Figure 6B). Collectively, the results revealed that SB216763 increased β-catenin to suppress SMAD1 and its transcriptional activity, which resulted in the loss of osteoblastic fate. On the other hand, an increase in β-catenin and its transcriptional activity led to endothelial differentiation.

### SB216763 prevents and shifts osteogenesis to reduce vascular calcification.

To examine whether SB216763 could be used for treatment of vascular calcification, we chose the *Mgp^–/–^* mouse model, a well-known model of calcification (25). *Mgp^–/–^* mice develop arterial calcification as early as P14 (12), and at 4 weeks of age, all the arteries are severely calcified (25). We designed 2 independent experiments to test whether SB216763 decreased calcification in *Mgp^–/–^* mice. First, we treated young *Mgp^–/–^* mice at 2 weeks of age with SB216763 (5 μg/g daily) for 2 weeks to determine whether SB216763 prevented aortic osteogenesis (Figure 4A). After treatment, von Kossa staining showed less aortic mineralization in the SB216763-treated group than the controls (Figure 4B). The reduced calcium deposition in the SB216763-treated *Mgp^–/–^* mice was confirmed by quantification of total aortic calcium (Figure 4C). Aortic cell populations expressing CD31 were isolated and examined by FACS, which showed a decreased number of cells that coexpressed VE-cadherin and osterix but an increased number of cells that only expressed VE-cadherin in the SB216763-treated *Mgp^–/–^* mice (Figure 4D). Immunoblotting of aortic tissues further showed decreased Cbfa1 and osterix, increased vWF and VE-cadherin, and altered SMAD1 and β-catenin after SB216763 treatment (Figure 4E). The results suggested that SB216763 prevented vascular calcification by limiting EC-derived osteogenesis.

We then examined whether SB216763 was able to shift established osteogenesis in vascular calcification by treating *Mgp^–/–^* mice at 4 weeks of age for 2 weeks (Figure 4F). Micro-CT imaging showed a reduction in aortic calcification with a decrease in total aortic calcium and mineral deposition in the *Mgp^–/–^* mice after SB216763 treatment (Figure 4, G–I, and Supplemental Figure 7A). Furthermore, alizarin red staining of the entire aortas showed reduced mineralization in the SB216763-treated *Mgp^–/–^* mice (Supplemental Figure 7B). Histology results demonstrated a change of morphology in the calcified areas of the aortas (Figure 4J and Supplemental Figure 7C). FACS showed a decrease in aortic cells that coexpressed VE-cadherin and osterix, but an increase in cells that only expressed VE-cadherin after SB216763 treatment (Figure 4K). Again, real-time PCR showed decreased expression of osteogenic markers in the aortic tissue of the SB16763-treated *Mgp^–/–^* mice compared with untreated controls (Supplemental Figure 7D), suggesting that SB216763 reduced vascular calcification through osteoblastic-endothelial transition.

### Lineage tracing shows that SB216763 enhances the transition of osteoblast-like cells toward the endothelial lineage in vascular calcification.

Lineage tracing has previously suggested that osteoblast-like cells can be derived from ECs in calcified aortic tissue (12). These osteoblast-like cells express both osteogenic markers and the endothelial marker CD31 (12). To further investigate whether SB216763 would promote the transition of osteoblast-like cells toward endothelial differentiation in vascular calcification, we performed osteoblastic lineage tracing using *Col1α1^CreERT2^ Rosa^tdTomato^* mice, in which tamoxifen would translocate Cre to accomplish recombination and labeling of the osteoblasts with tdTomato (26–29). When the calcification started to develop on P14 (12), we treated the *Col1α1^CreERT2^ Rosa^tdTomato^ Mgp^–/–^* mice with tamoxifen (75 mg/kg, daily) for 5 consecutive days to label the osteoblast-like cells with tdTomato. At 4 weeks of age, FACS showed approximately 80% EC-derived osteoblast-like cells labeled with tdTomato after tamoxifen injection (Figure 5A). After 2 weeks of SB216763 treatment, 85% tdTomato-positive cells were still detected but without the osteogenic marker Cbfa1 (Figure 5A). We sorted and collected the tdTomato^+^CD31^+^ cells and found a decrease in osteogenic markers and a return of endothelial markers after SB216763 treatment (Figure 5B).

Again, we labeled the osteoblast-like cells with tdTomato in the aorta of the *Col1α1^CreERT2^ Rosa^tdTomato^ Mgp^–/–^* mice by tamoxifen injection and treated the mice with SB216763. We isolated tdTomato^+^CD31^+^ or CD31^+^ aortic cells and cultured them in osteogenic induction media. Von Kossa staining showed a lack of mineralization in the tdTomato^+^CD31^+^ cells of the SB216763 treatment group but extensive mineralization in the cells of the control group (Supplemental Figure 8A). In tube formation assays, however, the results showed strong tube formation by the tdTomato^+^CD31^+^ cells of the SB216763 treatment group but a lack of tube formation by the cells of the control group (Supplemental Figure 8B).

We used the same numbers of cells from each group to examine the osteogenic capacity in ectopic bone formation assays. Micro-CT imaging showed a smaller amount of ectopic bone with less trabecular formation and less bone volume in the implants with tdTomato^+^CD31^+^ cells from the SB216763 treatment group compared with controls (Figure 5C). Histology confirmed a lack of osteocytes in the implants with the SB216763 treatment cells (Figure 5D), suggesting that osteoblast-like cells lost their osteogenic capacity in the aortic tissues after SB216763 treatment.

We tested the capacity for vascular repair of the of tdTomato^+^CD31^+^ aortic cells using the hind limb ischemia model. Laser Doppler perfusion imaging showed much higher limb blood flow in the mice transplanted with the cells from the SB216763 treatment group than the controls (Figure 5, E and F, and Supplemental Figure 8C). Histology and immunostaining showed an increase in vascular density with integration of tdTomato-positive cells in the vascular endothelium from the same SB216763 treatment group (Figure 5G and Supplemental Figure 8D). It suggested that the osteoblast-like cells were directed toward the endothelial lineage by SB216763 in the aortic tissues.

### Limiting GSK3β recapitulates the transition of osteoblast-like cells to the endothelial lineage and reduces vascular calcification.

GSK3 has 2 isoforms, GSK3α and GSK3β (30). SB216763 specifically inhibits the activity of these GSK3 isoforms in an ATP-competitive manner (31). To determine which isoform of GSK3 was responsible for the osteoblastic-endothelial transition, we individually depleted GSK3α and GSK3β in mouse osteoblasts using specific siRNAs (Supplemental Figure 9A). The results showed a decrease in SMAD1 and osteogenic markers with an increase in β-catenin and endothelial markers only in the GSK3β-depleted osteoblasts (Supplemental Figure 9, A and B), suggesting that the inhibition of GSK3β drove osteoblastic cells toward endothelial differentiation.

In lineage-tracing experiments using *Col1α1^CreERT2^* mice, we demonstrated that tamoxifen sufficiently translocated Cre to accomplish *loxp* recombination in osteoblast-like cells in *Mgp^–/–^* aortic tissues. To determine the effect of GSK3β gene deletion on osteoblast-like cells, we generated *Col1α1^CreERT2^ GSK3β^fl/fl^ Mgp^–/–^* mice. At 4 weeks of age when the aortas were severely calcified, we injected the mice with tamoxifen for 5 days. Ten days after injection, we confirmed the reduction of GSK3β in aortic tissues (Figure 6A). Total aortic calcium deposition and micro-CT imaging showed a decrease of aortic calcification in the *Col1α1^CreERT2^ GSK3β^fl/fl^ Mgp^–/–^* mice after deletion of GSK3β (Figure 6, A and B, and Supplemental Figure 9C). Histology confirmed that a change in morphology had occurred in the osteoblast-like cells (Figure 6C and Supplemental Figure 9D). FACS revealed an increase in ECs without expression of osteogenic markers in the aortic tissue of the tamoxifen-treated group. In addition, the increased endothelial population contained a subgroup of cells in which GSK3β expression was abolished (Figure 6D). Real-time PCR further showed that the deletion of GSK3β decreased osteogenic markers in the aortic tissues (Supplemental Figure 9E), suggesting that the deletion of GSK3β allowed the transition in osteoblast-like cells and reduced the calcification.

### SB216763 treatment does not affect bone formation.

To determine whether long-term treatment of SB216763 affects bone formation, we treated WT mice at 8 weeks of age with SB216763 (5 μg/g daily) for 8 weeks. The experiment was designed to test the effect on normal bone. *Mgp^–/–^* mice were excluded from this test because of the abnormalities already reported in *Mgp^–/–^* bones (25). After treatment, the bones were examined by micro-CT imaging and immunostaining. Micro-CT imaging showed no differences in relative bone volumes or connectivity densities between SB216763-treated and untreated controls (Supplemental Figure 10, A and B). Immunostaining for CD31 and osterix showed no change in the microstructure of the bone tissues or the vasculature (Supplemental Figure 10C). In addition, no hemorrhages were detected in the bone tissue (Supplemental Figure 10C). We examined the GSK3β expression in the tdTomato-labeled osteoblasts of normal bone and osteoblast-like cells of calcified aorta. We found that GSK3β expression was more than 25-fold higher in the aortic osteoblast-like cells than the bone osteoblasts (Supplemental Figure 10D). Specific gene deletion further showed a more robust decrease of GSK3β in the calcified aortic tissue than the normal bone (Supplemental Figure 10E), suggesting that the mature osteoblasts in the bone with low levels of GSK3β had a limited response to SB216763 treatment.

## Discussion

In this study, we found that the inhibition of GSK3β allowed transition, full or partial, from osteoblastic to endothelial lineage by modulating β-catenin and SMAD1 and that this transition improved vascular calcification. The results provide evidence for osteoblastic-endothelial transition as a potentially novel concept and revealed a previously unknown role of GSK3β in balancing these lineages. The newly identified compound SB216763 may be a candidate for treatment of vascular calcification.

In observational studies, vascular calcification is diagnosed in more than 60% of the population above 65 years of age, including calcification of the internal elastic lamina, media, atherosclerotic lesions, and more extreme forms such as coral reef aorta and porcelain aorta (32). The calcification is a severe complication that increases all-cause mortality from cardiovascular disease, diabetes mellitus, and chronic kidney disease but lacks medical treatment. Here, we discovered a process that redirects osteoblast-like cells in calcified lesions that could be considered in treatment strategies aimed at various types of vascular calcification. The strategy may also limit fibrodysplasia ossificans progressive (FOP), a rare disease in which ECs contribute to osteogenesis in fibrous tissues (1).

Transition of ECs to osteoblast-like cells has been well documented in recent studies. It has been shown that enhanced BMP signaling triggers endothelial-mesenchymal transitions, which cause the ECs to gain plasticity and transition into osteoblast-like cells. These can subsequently contribute to vascular calcification in *Mgp* deficiency, diabetes mellitus, and atherosclerosis (1, 12, 14, 16, 18, 19, 33). Studies have further shown that excess BMP activity induces a group of specific serine proteases in the ECs that promote the endothelial-mesenchymal transitions and assist the EC-derived osteoblast-like cells in migrating into the aortic wall (13, 14, 20). Osteoblast-like cells derived from ECs are also found in calcific processes related to FOP and cancer (1, 18). In the current study, lineage tracing showed that labeled ECs expressed osteoblastic markers or that labeled osteoblast-like cells expressed endothelial markers in the calcified vessels, indicating that the ECs undergo transitions into osteoblast-like cells in vascular calcification. In this study, we found that GSK3β inhibition had the potential to transition the osteoblast-like cells back to endothelial differentiation. 

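In the RNA-Seq, 1604 genes were higher in SB216763-treated osteoblasts than in pulmonary ECs and 2329 were higher in ECs, at the fold and FDR thresholds used for the other comparisons. With the replicate block these numbers were 1605 and 2331. Control osteoblasts and ECs differed in 3635 genes. For each of those genes, the difference between treated and control osteoblasts was divided by the difference between ECs and control osteoblasts, on the log2 CPM scale, so that 0 is the control level and 1 the EC level. The median of this share was 0.0517, with an SD of 0.0101 between the 3 treated libraries, and the quartiles were -0.0692 and 0.330. The median was 0.119 over the genes higher in control osteoblasts and 0.0278 over the genes higher in ECs. When different control replicates were used for the 2 differences, the median over all these genes was 0.0578. Between treated and control osteoblasts, 2859 of them did not pass the threshold.

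**Figure D3:**
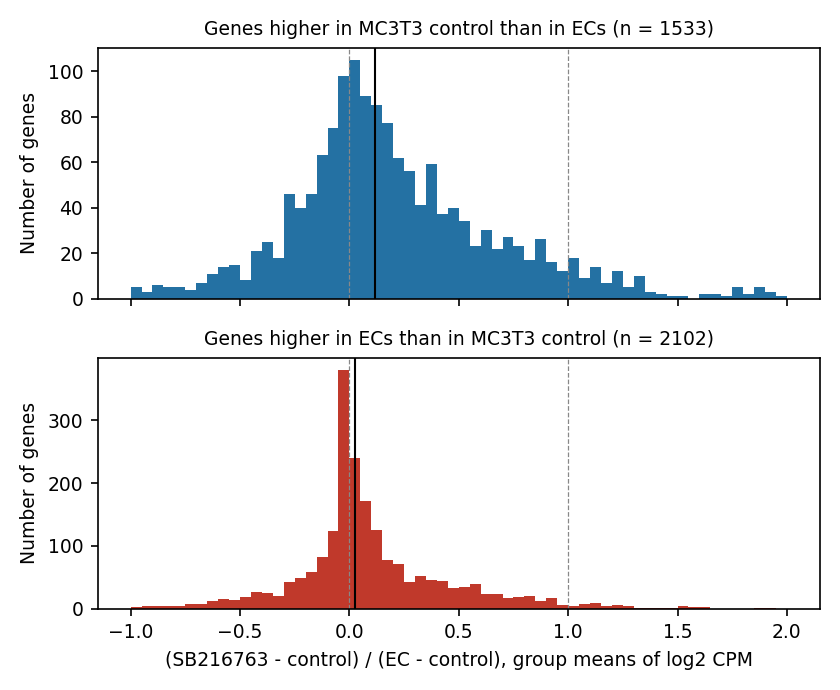
Share of the difference between control osteoblasts and ECs that was covered after SB216763 treatment, for genes higher in control osteoblasts (top) and genes higher in ECs (bottom). Bars count genes, the solid line marks the median, and dashed lines mark the control level (0) and the EC level (1). Both medians lie nearer to the control level, and 34 and 21 genes outside the range from -1 to 2 are not drawn.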

Although the results showed that SB216763 switched the profile of osteoblastic differentiation close to endothelial differentiation and rendered EC-derived osteoblast-like cells able to regain endothelial function, the gene expression profile did not show the exact match, suggesting the possibility of incomplete transition of these cell fates. This may leave us a further challenge to investigate how to guide the ill-fated ECs totally back to normalization.

Small molecules have a number of advantages and have been used as valuable tools for modulating or directing cell differentiation (34, 35). Small molecules can directly modify proteins or DNA to change cell phenotypes. In well-designed screens, specific small molecules have been found to manipulate stem cells to differentiate into multiple lineages such as cardiomyocytes (36), neurons (37), and hematopoietic stem cells (38). Treatment with small molecules can also induce pluripotency or transdifferentiation in mature cells (39, 40). They are commonly used for studying mechanisms and may be appropriate for clinical translation. We combined high-throughput screens with a lineage reporter in creating a potentially novel approach that identifies small molecules that induce lineage transitions. This type of screening would provide candidates able to modulate cell differentiation in cardiovascular disease and accelerate the identification of small molecules for translational research.

GSK3 is a serine/threonine kinase with constitutive activation in unstimulated cells (30). The activity of GSK3 is regulated by serine phosphorylation in response to extracellular signals (41) and plays different roles in osteogenic and endothelial differentiation. GSK3 promotes osteogenic differentiation (42), and GSK3 deficiency disrupts the maturation of osteoblasts resulting in a reduction of bone formation (43). In contrast, GSK3 prevents endothelial differentiation, and inhibition of GSK3 promotes the differentiation, proliferation, and migration of ECs (44, 45). We showed that the inhibitory effect of SB216763 on GSK3β allowed osteoblast-like cells to transition to endothelial differentiation and reduced vascular calcification. Other GSK3 inhibitors include lithium chloride (LiCl), maleimide derivatives (indolyl-maleimide inhibitors, 3-anilino-4-arylmaleimides1-3, orbisindolyl maleimide and benzofuranyl-indolyl maleimide inhibitors), staurosporine and organometallic inhibitors, indole derivatives, paullone derivatives, pyrazolamide derivatives, pyrimidine and furopyrimidine derivatives, oxadiazole derivatives, and thiazole derivatives. With the knowledge obtained from this study, it may be worth exploring the effect of these inhibitors on vascular calcification.

The SMADs constitute a family of transcription factors with 8 members, SMAD1–8 (46). After activation by TGF-β or BMP signals, phosphorylated SMADs are translocated to the nuclei to regulate the transcription of target genes (47). The level of SMAD1 is essential for osteoblastic differentiation because it is a critical mediator of BMP signals (48). Increased SMAD1 activity promotes osteoblastic differentiation, whereas a decrease reduces osteoblastic differentiation in osteoprogenitor cells (49, 50). SMAD1 protein levels are regulated by GSK3 activity in sensory axon regeneration (51). We found that the inhibition of GSK3β decreased the ability of SMAD1 to direct osteoblastic differentiation through β-catenin induction.

β-Catenin is a member of the catenin protein family and is expressed in many tissues. It is a mediator of the canonical Wnt signal pathway, which is essential for endothelial differentiation (24). β-Catenin also interacts with Notch to regulate endothelial specification (45). Because GSK3-mediated phosphorylation of β-catenin causes destabilization and degradation, the activity of GSK3 is critical for β-catenin levels (23, 24). We found that GSK3 inhibition increased β-catenin and suppressed SMAD1, which in turn changed their transcriptional activities and led to the transition of osteoblasts to endothelial differentiation. The results not only revealed how β-catenin and SMAD1 balanced the transcriptional landscapes of endothelial and osteogenic differentiation but also indicated that the activators of β-catenin or the inhibitors of SMAD1 affect vascular calcification. This may include methyl vanillate or Wnt agonist 1 for β-catenin activation and myricetin for SMAD1 inhibition.

Interestingly, excess β-catenin reduced SMAD1 and suppressed osteoblastic differentiation in osteoblasts while inducing endothelial differentiation. The depletion of SMAD1 alone, however, was unable to induce the endothelial differentiation, suggesting that β-catenin targets earlier drivers of endothelial differentiation than those targeted by SMAD1. Indeed, β-catenin has been shown to directly target early genes in endothelial differentiation, such as Sox17 and delta-like ligand 4 (Dll4) (24, 52). Also, β-catenin interacts with recombination signal binding protein for immunoglobulin kappa J region (RBPJ) and Notch intracellular domains to regulate endothelial differentiation (45). Further studies will be required to identify if excess β-catenin targets these pathways in the activation of endothelial transitions in osteoblasts.

Altogether, this study identified a method for treating or preventing vascular calcification by administering the GSK3β inhibitor SB216763, which redirected osteogenesis to endothelial differentiation through induction of β-catenin and suppression of SMAD1.

## Methods

### Animals.

*Mgp^+/–^*(B6.129S7-Mgptm1Kry/KbosJ), *Col1α1^CreERT2^* [B6.Cg-Tg(Col1α1-Cre/ERT2)1Crm/J], and *GSK3β^fl/fl^* [B6.129(Cg)-Gsk3btm2Jrw/J] on a C57BL/6J background were purchased from The Jackson Laboratory. Genotypes were confirmed by PCR, and experiments were performed with generations F4–F6. Littermates were used as WT controls. All mice were fed a standard chow diet (Harlan Teklad Laboratory, 8604).

### Tissue culture.

The osteoblast cell line MC3T3 was purchased from American Type Culture Collection (CRL-2593) and cultured as per the manufacturer’s protocol. SB216763 (MilliporeSigma, S3442) treatment was performed as described in the main text. Lentiviral vectors containing CMV-SMAD1, SMAD1 siRNA, CMV–β-catenin, or β-catenin siRNA were all purchased from GeneCopoeia and applied to the cells as per the manufacturer’s protocols.

### Micro-CT imaging.

Micro-CT imaging was performed at the Crump Institute for Molecular Imaging at UCLA. All the samples were scanned on a high-resolution, volumetric micro-CT scanner (μCT125). The image data were acquired with the following parameters: 10 μm isotropic voxel resolution; 200 ms exposure time; 2000 views; and 5 frames per view. The micro-CT–generated DICOM files were used to analyze the samples and to create volume renderings of the regions of interest. The raw data files were viewed using the MicroView 3D volume viewer and analysis tool (GE Healthcare) and AltaViewer software. Additionally, images of the samples were generated using SCIRun (Scientific Computing and Imaging Institute).

### Laser Doppler perfusion imaging.

Laser Doppler perfusion imaging was performed using a real-time microcirculation imaging system (Perimed). The imaging was conducted under normal ambient room lighting. A 20 × 27 mm high-resolution model was used with a 1388 × 1038 pixel measurement camera and a 752 × 580 pixel documentation camera at 1 image per second. The image resolution was set to 20 μm/pixel and 21 images per frame until stopped. Windows-based PIMSoft software (Perimed) was used to process the data.

### Mouse surgery.

All the surgeries were performed on a heated pad with a connection to a continuous flow of isoflurane. Ectopic bone formation was performed as previously described (22): 5 × 10^5^ cells were mixed with 40 mg hydroxyapatite/tricalcium phosphate powder (Salvin Orastruct 0.5 cc) and incubated in a 1 mL syringe at 37°C in 5% CO_2_ overnight. After disinfection with 70% ethanol, a skin incision was made on the back of the mouse. A subcutaneous pouch was formed by blunt dissection. The mixture of cells and hydroxyapatite/tricalcium phosphate was transplanted into the pouch and the incision was closed. The implants were examined by micro-CT imaging and histology 12 weeks after transplantation.

The murine model of hind limb ischemia was performed as previously described (53). A 10 mm long incision of the skin was made toward the medial thigh. The femoral artery was exposed and separated from the femoral vein and nerve. Silk sutures were used to tie the proximal and distal ends of the femoral artery with double knots. The cells (5 × 10^5^) were transplanted into the surgical area and the incision was closed. Laser Doppler perfusion imaging was used to monitor the blood flow at different time points. Histology and immunostaining were used to examine the vascularization 2 weeks after transplantation.

### RNA analysis.

Real-time PCR analysis was performed as previously described (14). GAPDH was used as a control gene (14). Primers and probes for mouse and human Cbfa1, osterix, osteocalcin, CD34, VE-cadherin, CD31, eNOS, SMAD1, and β-catenin were obtained from Applied Biosystems (Thermo Fisher Scientific) as part of TaqMan gene expression assays.

### Tube formation assays.

Tube formation assays were performed as previously described (54). Briefly, Matrigel (BD Biosciences) was diluted 1:3 in medium, and 300 μL was added to each well of a 12-well plate and incubated at 37°C for 30 minutes to allow polymerization. Cells were suspended in the same medium at a density of 5 × 10^4^ cells/well, and 400 μL of the cell suspension was added to each well. Photographs were obtained after 6 hours using a Nikon Eclipse TE2000-S microscope with a Nikon Plan Fluor 4× objective lens. The images were captured using an INFINITY2 camera (Lumenera) and analyzed by ImageJ (NIH).

### FACS.

FACS analysis was performed as previously described (14). The cells were stained with FITC- or phycoerythrin-conjugated antibodies against CD31 and VE-cadherin (all from BD Biosciences, 553372 and 562243) and osterix (Santa Cruz Biotechnology, sc-22536). Nonspecific fluorochrome- and isotype-matched IgGs (BD Pharmingen, 563636 and 554121) served as controls.

### Immunoblotting and immunofluorescence.

Immunoblotting was performed as previously described (12). Equal amounts of tissue lysates were used for immunoblotting. Blots were incubated with specific antibodies against SMAD1, GSK3α, and GSK3β (all from Cell Signaling Technology, 9743, 433T, and 93115); β-catenin and Cbfa1 (all from R&D Systems, AF1329 and MAB2006); osterix (Santa Cruz Biotechnology, sc-22536); Flk1 and VE-cadherin (all from BD Biosciences, 55307 and 562242); and vWF (Dako, A0082). β-Actin (MilliporeSigma, A2228) was used as a loading control. Immunofluorescence was performed as previously described in detail (12). We used specific antibodies against CD31 (BD Biosciences, 553370), osterix (Santa Cruz Biotechnology, sc-22536), and vWF (Dako, A0082). The nuclei were stained with DAPI (MilliporeSigma, D9564).

### RNA-Seq, ChIP-Seq, and ChIP assays.

For RNA-Seq, osteoblasts were treated with 10 μM SB216763 for 14 days, and mouse pulmonary ECs were used as controls. Total RNA was isolated using RNeasy Mini Kit (QIAGEN). The libraries were constructed and the sequencing was conducted using the Illumina HiSeq 3000 system by the Technology Center for Genomics & Bioinformatics at UCLA. Spliced Transcripts Alignment to Reference (STAR) was used for the read alignment and gene counts. We used R package limma and edgeR to perform differential gene expression, GO analysis, and pathway enrichment analysis. Log_2_ fold change of 2 and FDR of 0.01 were used as cutoffs to identify differentially expressed genes. RNA-Seq data were deposited in the NCBI’s Gene Expression Omnibus (GEO; GSE167962).

For ChIP-Seq, specific antibodies were used to enrich the genomic DNA as described (55). ChIP DNA was sequenced by the Technology Center for Genomics & Bioinformatics at UCLA. Reads from each sample were mapped to the mouse genome (mm10) using Bowtie2. The Homer tool was used to detect significant enrichment of peaks with FDR 0.05 and more than 4-fold over input. Motif occurrences in peaks were identified by the Homer motif discovery function. Peak annotation was performed to associate peaks with nearby genes and calculate tag densities. GO analysis and pathway enrichment of the identified genes were also performed. We used specific antibodies for SMAD1 (Cell Signaling Technology, 9743) and β-catenin (R&D Systems, MAB2006). The data were deposited in the NCBI’s GEO (GSE147374).

ChIP assays were performed as previously described (55). We used specific antibodies for β-catenin (R&D Systems, MAB2006), H3k4me3 (Abcam, ab8580), and H3k27me3 (Abcam, ab6002). The primers for the real-time PCR were as follows: 5′-GAAAATAACACAGGCTTTG-3′ and 5′-GCTCCCCGAGCCTGGATT-3′; 5′-GGACAGAGGCTCTCATTCC-3′ and 5′-CAATTCTTGGATCTCATCTTA-3′; 5′-GGGTGACCAAGCATGCTAGC-3′ and 5′-CCTGGCCACCTCCATCTTGC-3′; 5′-GGAGAGGCCATGTTGAGGAC-3′ and 5′CCTAGCGTCTACACTGGGTAG-3′.

### High-throughput system for the compound screen.

MC3T3 cells were stably infected with Flk1 promoter–driven EGFP by using Flk1-EGFP lentivirus (GeneCopoeia). The plates were coated with laminin (20 μg/mL) and washed with PBS twice using an ELx405 plate washer (Bio-Tek Instruments). Cells in 25 μL medium per well were loaded by Multidrop 384 (Thermo Fisher Scientific), and the chemical compounds were pinned to the plates with media. GFP-positive cells (positive controls) and WT cells (negative controls) were also seeded. The plates were transferred to an STX220 CO_2_ plate incubator (LiCONiC Instruments) and incubated. The plates were transferred and delivered by a Thermo Fisher Scientific Spinnaker robot. EGFP expression was determined and imaged using a FlexStation II and Victor 3V (PerkinElmer) every day for 2 weeks.

### Statistics.

The analyses were performed using GraphPad InStat, version 3.0. Data were analyzed by either unpaired 2-tailed Student’s *t* test or 1-way ANOVA with Tukey’s multiple-comparison test for statistical significance. *P* values less than 0.05 were considered significant.

### Study approval.

The studies were reviewed and approved by the IRB and conducted in accordance with the animal care guidelines set by UCLA. The investigation conformed to the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

## Author contributions

YY supervised the experiments, analyzed data, and wrote the manuscript. JY, XW, XQ, DZ, LZ, JM, XC, and KIB performed experiments and data analysis.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
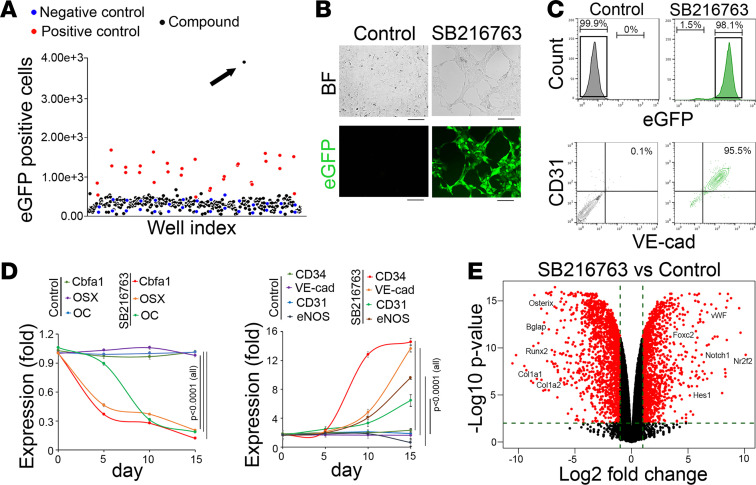
High-throughput screening identifies SB216763 as an inducer of osteoblasts to endothelial transition. (**A**) High-throughput screening showed that SB216763 induced EGFP expression in Flk1-EGFP osteoblasts as indicated by the black arrow. (**B**) Morphology of Flk1-EGFP osteoblasts after SB216763 treatment (*n* = 9). Scale bar: 50 μm. BF, bright-field. (**C**) FACS analysis of SB216763-treated Flk1-EGFP osteoblasts (top). The EGFP-positive cells (boxed) were further examined by using anti-CD31 and anti–VE-cadherin (VE-cad) antibodies (bottom) (*n* = 8). Nontreatment was used as control. (**D**) Time-course expression of the osteogenic markers Cbfa1, osterix (OSX), and osteocalcin (OC) and the endothelial markers CD34, VE-cadherin, CD31, and eNOS in SB216763-treated osteoblasts (*n* = 8). (**E**) A volcano plot of the expression profile of SB216763-treated osteoblasts versus controls (*n* = 3). Mouse pulmonary endothelial cells (ECs) were isolated by FACS and used as controls. **D** was analyzed for statistical significance by ANOVA with post hoc Tukey’s analysis. Data are shown as mean ± SD. Experiments in **B**–**D** were repeated at least 3 times.

**Figure 2:**
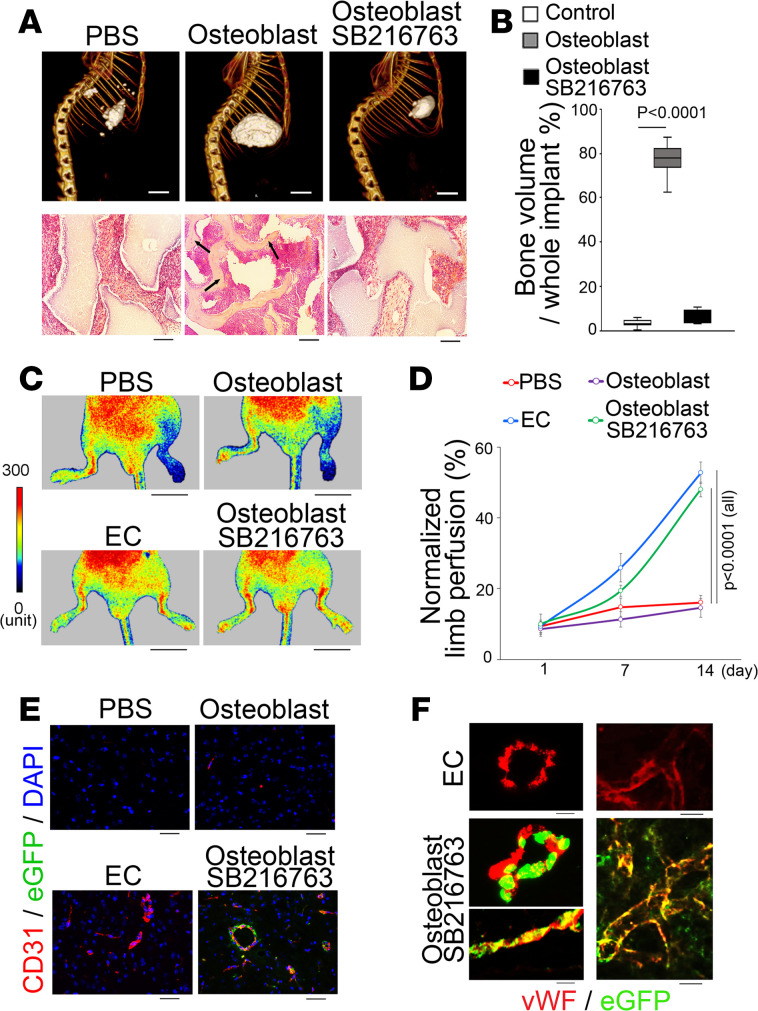
SB216763 treatment causes osteoblasts to lose osteogenic capacity in ectopic bone formation but gain ability to integrate into vascular endothelium and improve vascular repair. (**A**) Micro-CT images and H&E staining of ectopic bone formation after cell transplantation (*n* = 6). Black arrows indicate osteocytes. Scale bar: 5 mm (top); 50 μm (bottom). (**B**) Relative volume of bone formation (*n* = 6). (**C**) Laser Doppler perfusion images after cell transplantation (*n* = 8). Top, measurement camera. Bottom, documentation camera. ECs, mouse pulmonary endothelial cells. Scale bar: 10 mm. (**D**) Percentage of blood flow perfusion after cell transplantation normalized by perfusion of normal limb (*n* = 6). (**E**) Immunostaining of vessels after cell transplantation using anti-CD31 antibodies (*n* = 10). Scale bar: 50 μm. (**F**) EGFP-positive cells (green) were integrated into the endothelium of new vessels, which were stained with anti-vWF antibodies (red). Control, mouse pulmonary endothelial cells. PBS, phosphate-buffered saline with hydroxyapatite/tricalcium phosphate compound. Osteoblast, osteoblasts with hydroxyapatite/tricalcium phosphate compound. Osteoblast/SB216763, SB216763-treated osteoblasts with hydroxyapatite/tricalcium phosphate compound. **B** and **D** were analyzed for statistical significance by ANOVA with post hoc Tukey’s analysis. The bounds of the boxes are upper and lower quartiles. The line in the box is the median, and the whiskers are the maximum and minimal values. Data are shown as mean ± SD.

**Figure 3:**
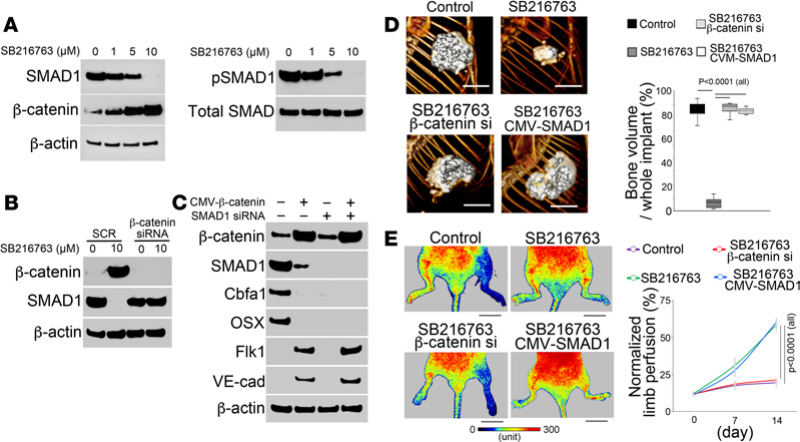
Enhanced β-catenin decreases SMAD1, and together they mediate SB216763-induced osteoblastic-endothelial transition. (**A**) Immunoblotting of SMAD1, phosphorylated SMAD1 (p-SMAD1), and β-catenin from osteoblasts treated with different doses of SB216763 (*n* = 6). (**B**) Immunoblotting of SMAD1 from osteoblasts transfected with β-catenin siRNA together with 10 μM SB216763 (*n* = 6). SCR, scrambled siRNA. (**C**) Immunoblotting of β-catenin, SMAD1, Cbfa1, osterix (OSX), Flk1, and VE-cadherin (VE-cad) from osteoblasts with overexpression of β-catenin or knockdown of SMAD1 or both (*n* = 6). β-Actin was used as control. CMV–β-catenin, CMV promoter–driven β-catenin cDNA. (**D**) Micro-CT images of ectopic bone formation and relative volume of bone formation in the implants after cell transplantation. Osteoblasts were used as controls. SB216763, SB216763-treated osteoblasts. SB216763/CMV-SMAD1, SB216763-treated osteoblasts infected with lentiviral vectors containing CMV promoter–driven SMAD1 cDNA. SB216763/β-catenin si, SB216763-treated osteoblasts infected with lentiviral vectors containing β-catenin siRNA (si) (*n* = 6). Scale bar: 5 mm. (**E**) Laser Doppler perfusion images and percentage of blood flow perfusion after cell transplantation (*n* = 8). Osteoblast and mouse pulmonary endothelial cells (ECs) were used as controls. Scale bar: 10 mm. **D** and **E** were analyzed for statistical significance by ANOVA with post hoc Tukey’s analysis. The bounds of the boxes are upper and lower quartiles. The line in the box is the median, and the whiskers are the maximum and minimal values. Data are shown as mean ± SD.

**Figure 4:**
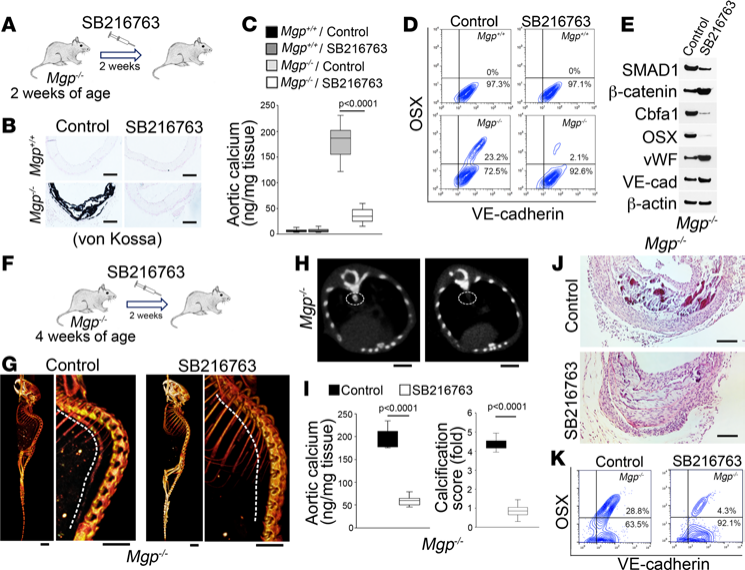
SB216763 promotes the transition of osteoblast-like cells to endothelial differentiation and ameliorates vascular calcification. (**A**) Schematic of the experimental procedure used to determine the effect of SB216763 treatment on early-stage calcification. (**B**) Von Kossa staining of aortic tissues (*n* = 7). Scale bar: 50 μm. (**C**) Total aortic calcium after SB216763 treatment (*n* = 8). (**D**) FACS analysis of CD31^+^ aortic cells using anti-osterix (OSX) and anti–VE-cadherin antibodies (*n* = 6). (**E**) Immunoblotting of aortic tissues of *Mgp^–/–^* mice after SB216763 treatment (*n* = 6). (**F**) Schematic of experimental procedures to examine the effect of SB216763 treatment on late-stage calcification. (**G** and **H**) Micro-CT images of aortic calcification in *Mgp^–/–^* mice after SB216763 treatment (*n* = 6). Scale bar: 5 mm. (**I**) Total aortic calcium and calcification score in *Mgp^–/–^* mice after SB216763 treatment (*n* = 8). (**J**) H&E staining of *Mgp^–/–^* aortic tissues after SB216763 treatment (*n* = 6). Scale bar: 50 µm. (**K**) FACS analysis of *Mgp^–/–^* aortic cells using anti-osterix (OSX) and anti–VE-cadherin antibodies (*n* = 6). Data in **C** were analyzed for statistical significance by ANOVA with post hoc Tukey’s analysis. Data in **I** were analyzed by unpaired Student’s *t* test. The bounds of the boxes are upper and lower quartiles. The line in the box is the median, and the whiskers are the maximum and minimal values.

**Figure 5:**
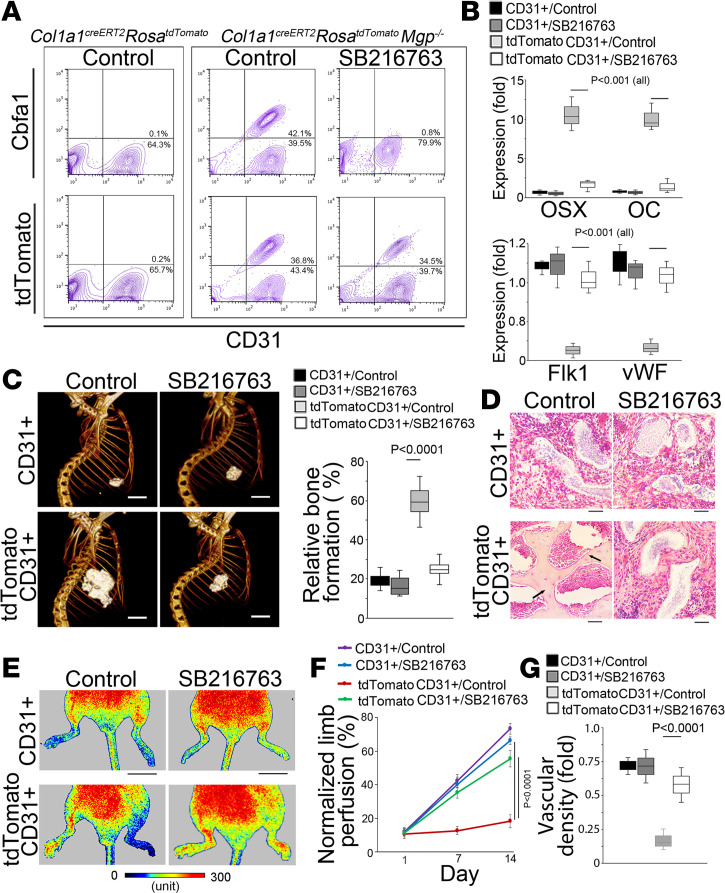
Osteoblastic lineage tracing reveals the transition of osteoblast-like cells to endothelial differentiation induced by SB216763 in calcified aortic tissue. (**A**) FACS analysis of aortic cells of *Col1α1^CreERT2^ Rosa^tdTomato^ Mgp^–/–^* mice treated with or without SB216763. (**B**) Expression of osterix (OSX), osteocalcin (OC), Flk1, and vWF in tdTomato^+^CD31^+^ cells isolated from aortic tissue of *Col1α1^CreERT2^ Rosa^tdTomato^ Mgp^–/–^* mice treated with or without SB216763 (*n* = 8). CD31^+^ cells were used as control. (**C**) Micro-CT images of ectopic bone formation and analysis of relative volume of bone formation after cell transplantation of CD31^+^ or tdTomato^+^CD31^+^ cells isolated from aortic tissue of *Col1α1^CreERT2^ Rosa^tdTomato^ Mgp^–/–^* mice treated with or without SB216763 (*n* = 6). Scale bar: 5 mm. (**D**) H&E staining of implants (*n* = 6). Black arrows indicate osteocytes. Scale bar: 50 μm. (**E**) Laser Doppler perfusion images after cell transplantation (*n* = 6). Scale bar: 10 mm. (**F**) Percentage of blood flow perfusion after cell transplantation normalized by perfusion of normal limb (*n* = 6). (**G**) Analysis of vascular density in ischemic sites after cell transplantation (*n* = 5). **B**, **C**, **F**, and **G** were analyzed for statistical significance by ANOVA with post hoc Tukey’s analysis. The bounds of the boxes are upper and lower quartiles. The line in the box is the median and the whiskers are the maximum and minimal values. Data are shown as mean ± SD.

**Figure 6:**
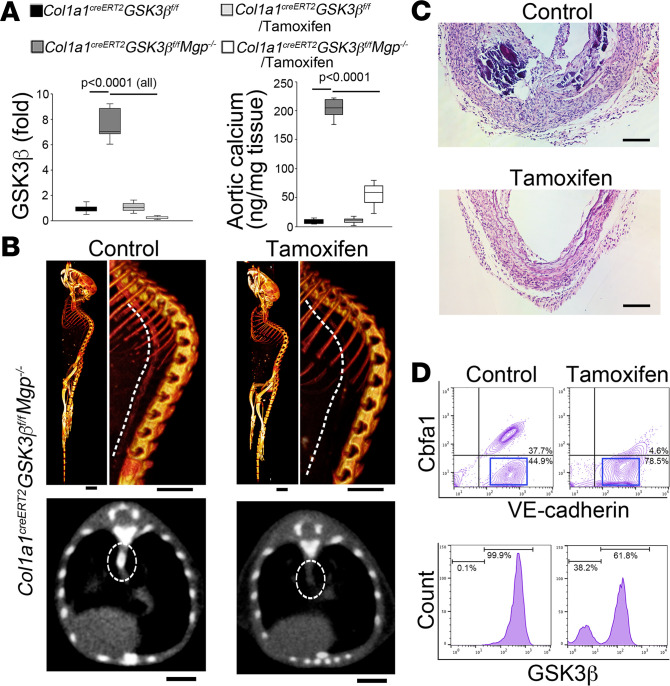
Specific gene deletion of GSK3β promotes osteoblast-like cells to endothelial transition and ameliorates vascular calcification. (**A**) Expression of GSK3β and total calcium in aortic tissues after tamoxifen injection (*n* = 8). (**B**) Micro-CT images and aortic calcification score of *Col1α1^creERT2^ GSK3β^fl/fl^ Mgp^–/–^* mice with or without injection of tamoxifen (*n* = 6). Scale bar: 5 mm. (**C**) H&E staining of *Col1α1^creERT2^ GSK3β^fl/fl^ Mgp^–/–^* aortic tissues with or without injection of tamoxifen (*n* = 8). Scale bar: 50 μm. (**D**) FACS analysis of aortic cells isolated from *Col1α1^creERT2^ GSK3β^fl/fl^ Mgp^–/–^* mice with or without injection of tamoxifen using anti-osterix (OSX) and anti–VE-cadherin antibodies (top) and VE-cadherin–positive cells (boxed) further examined using anti-*GSK3β* antibodies (bottom) (*n* = 6). **A** was analyzed for statistical significance by ANOVA with post hoc Tukey’s analysis. The bounds of the boxes are upper and lower quartiles. The line in the box is the median and the whiskers are the maximum and minimal values.

# Supplementary material for: Shifting osteogenesis in vascular calcification
**Source:** JCI Insight. 2021 May 24;6(10):e143023. doi: 10.1172/jci.insight.143023
**Supplement:** Supplemental data

## Supplemental Information

### **Shifting Osteogenesis in Vascular Calcification**

Jiayi Yao, M.D., Ph.D.<sup>1</sup>, Xiuju Wu, M.D., Ph.D.<sup>1</sup>, Xiaojing Qiao Ph.D.<sup>1</sup>, Daoqin Zhang Ph.D.<sup>1</sup>, Li Zhang Ph.D.<sup>1</sup>, Jocelyn Ma, B.S.<sup>1</sup>, Xinjiang Cai, M.D., Ph.D.<sup>1</sup>, Kristina I. Boström, M.D., Ph.D.<sup>1, 2</sup>, and Yucheng Yao, M.D., Ph.D.<sup>1, \*</sup>

This PDF file includes:

Supplemental Figures S1 to S10

Supplemental Figure Legends S1 to S10

## Supplemental Figure and Legends

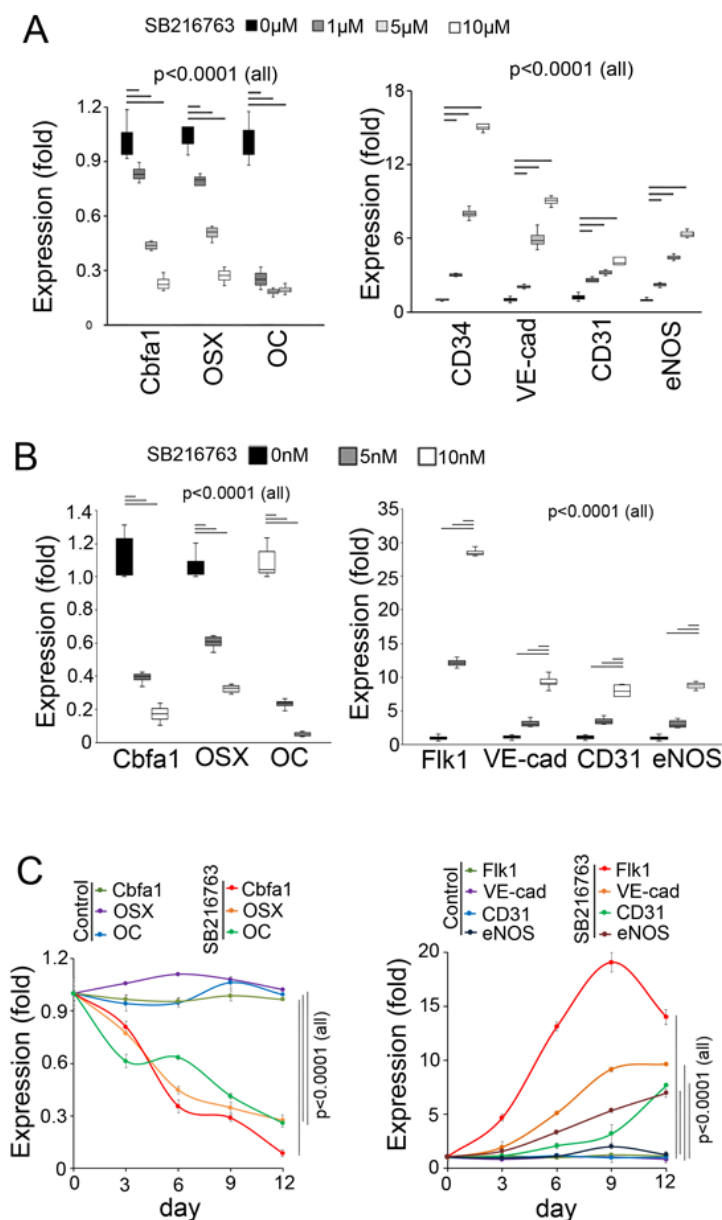

**Figure 1. SB216763 to drive osteoblasts to endothelial differentiation.** (A) Expression of the osteogenic markers Cbfa1, osterix (OSX), osteocalcin (OC) and the endothelial markers CD31, VE-cadherin, CD34, eNOS in osteoblasts treated with different doses of SB216763 (n=8). (B) Expression of the osteogenic markers Cbfa1, osterix (OSX), osteocalcin (OC) and the endothelial markers CD31, VE-cadherin, CD34, eNOS in human osteoblasts treated with different doses of SB216763 (n=8). (C) Time-course expression of the osteogenic markers Cbfa1, osterix (OSX), osteocalcin (OC) and the endothelial markers CD34, VE-cadherin, CD31, eNOS in SB216763-treated human osteoblasts (n=8). Data were analyzed for statistical significance by ANOVA with post hoc Tukey's analysis. The bounds of the boxes are upper and lower quartiles. The line in the box is median and the whiskers are the maximum and minimal values. Error bars are mean  $\pm$  standard deviation (SD).

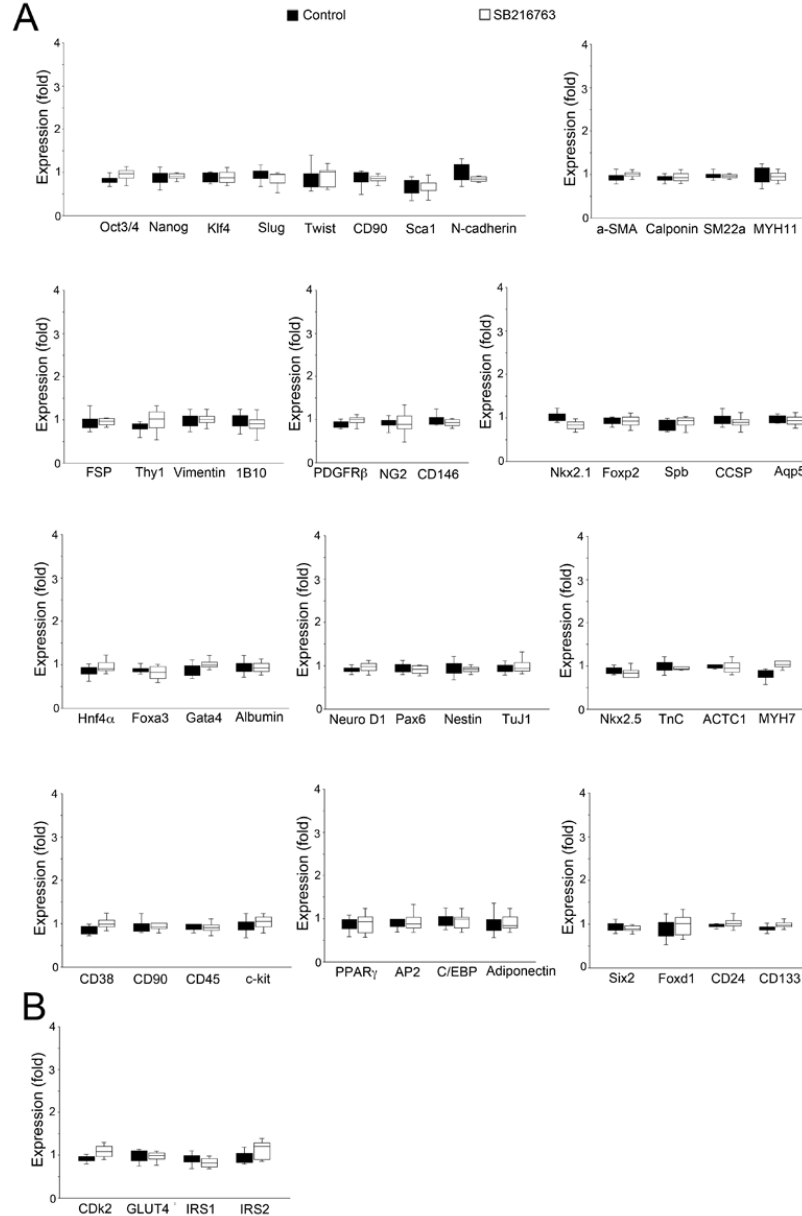

**Figure 2. SB216763 to drive osteoblasts to endothelial differentiation. (A)** Expression of markers for different lineages examined by real-time PCR. The lineages included mesenchymal and stem cell, smooth muscle cell, fibroblast, pericyte, adipocyte, pulmonary, hepatic, neuronal, cardiac, hematopoietic and renal lineages (n=6).  $\alpha$ -SMA, alpha smooth muscle actin. MYH11, myosin heavy chain 11. FSP, fibroblast-specific protein. NG2, neuron-glia antigen 2. Spb, surfactant protein b. CCSP, club-cell secretory protein. Aqp5, aquaporin 5. Tnc, troponin c. ACTC1, actin alpha cardiac muscle 1. MYH7, myosin heavy chain 7. AP2, adipocyte protein 2. C/EBP, CCAAT/ enhancer binding protein. **(B)** Expression of representative genes in glucose metabolism (n=6). CK2, casein kinase 2. GLUT4, glucose transporter 4. IRS1 and 2, insulin receptor substrates 1 and 2. Data were analyzed for statistical significance by ANOVA with post hoc Tukey's analysis. The bounds of the boxes are upper and lower quartiles. The line in the box is median and the whiskers are the maximum and minimal values.

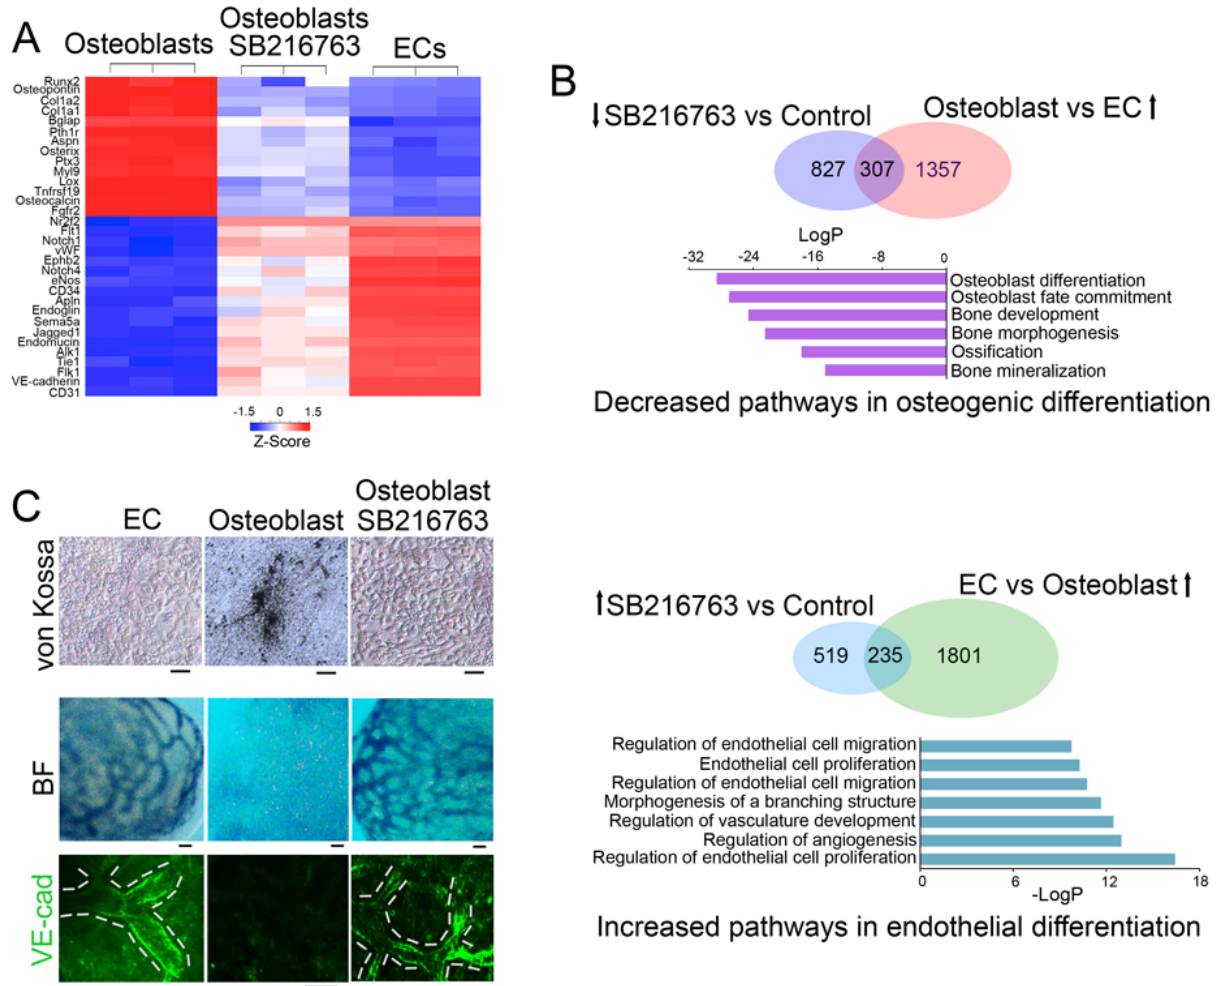

**Figure 3. SB216763 to drive osteoblasts to endothelial differentiation.** (A) A heatmap of expression profile of SB216763-treated osteoblasts versus controls (n=3). Mouse pulmonary endothelial cells (EC) were isolated by FACS and used as controls. (B) Top, GO analysis of a cohort of 307 genes with decreased expression in SB216763-treated osteoblasts and high expression when comparing osteoblasts to endothelial cells. Bottom, GO analysis of a cohort of 235 genes with both increased expression in SB216763-treated osteoblasts and high expression when comparing endothelial cells to osteoblasts. Log 2-fold change of 2 and FDR 0.01 were used as differential cut-off. (C) Osteogenesis assay of SB216763-treated osteoblasts stained by von Kossa (top) (n=5). Tube formation assay of SB216763-treated osteoblasts (middle) and stained by anti-VE-cadherin (VE-cad) antibodies (bottom) (n=5). Scale bar, 50  $\mu$ m. BF, bright field. EC, mouse pulmonary endothelial cells.

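For 14 osteogenic and 18 endothelial genes, log2 CPM was scaled to a z score for each gene over the 9 libraries of SB216763-treated osteoblasts, control osteoblasts, and pulmonary ECs. Averaged over the osteogenic genes, the z score was 0.878 in control osteoblasts, 0.373 in treated osteoblasts, and -1.25 in ECs. At an adjusted p under 0.01 from edgeR's quasi-likelihood test, 12 of these genes were lower after treatment, 10 of them past the fold threshold. Tnfrsf19 decreased most, from 796 ± 9.27 to 29.7 ± 1.49 CPM (SD, n = 3). Spp1, the osteopontin gene, went from 210.1 ± 11.8 to 4556 ± 178 CPM, with a log2 fold change of 4.44 (standard error 0.07, adjusted p = 2.27e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Averaged over the endothelial genes, the z score was -0.595 in the controls, -0.394 after treatment, and 0.990 in ECs. Of these genes, 6 were higher after treatment at the same FDR, 5 were lower, and 7 did not differ. Adjusting over each list alone left the numbers past the fold threshold as they were. Nr2f2, Notch1, and Sema5a were higher past the fold threshold. Sema5a went from 1.31 ± 0.157 to 291 ± 6.41 CPM and was at 1.88 ± 0.462 CPM in ECs. Flt1 was lower past the threshold, from 64.8 ± 8.72 to 6.43 ± 0.409 CPM, against 205 ± 6.02 CPM in ECs. The genes that did not differ were Acvrl1, Cdh5, Emcn, Kdr, Nos3, Pecam1, and Tie1. Their means lay between 0.222 and 0.759 CPM in the controls, between 0.207 and 0.788 CPM after treatment, and between 455 and 1794 CPM in ECs. Each had between 4.00 and 49.0 counts in every MC3T3 library. This limits how small a change can be seen in them, but would not hide a rise to near the EC level.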

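The treated osteoblasts were also set against ECs for each of the 348 genes that decreased with SB216763 and were higher in control osteoblasts than in ECs. Of these, 156 (44.8%) still differed between treated osteoblasts and ECs at the same thresholds by edgeR's quasi-likelihood test. The median gene covered 0.804 of the difference between control osteoblasts and ECs on the log2 CPM scale, with quartiles of 0.529 and 1.07, and 103 genes went beyond the EC level. These genes were selected for a large decrease, so the share describes the cohort and not the profile as a whole.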

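Of the genes that increased with SB216763 and were higher in ECs than in control osteoblasts, 98 (38.1%) still differed between treated osteoblasts and ECs at these thresholds. The median gene of this cohort, which was also selected for its change, covered 0.717 of the difference, with quartiles of 0.469 and 0.948, and 59 genes went beyond the EC level.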

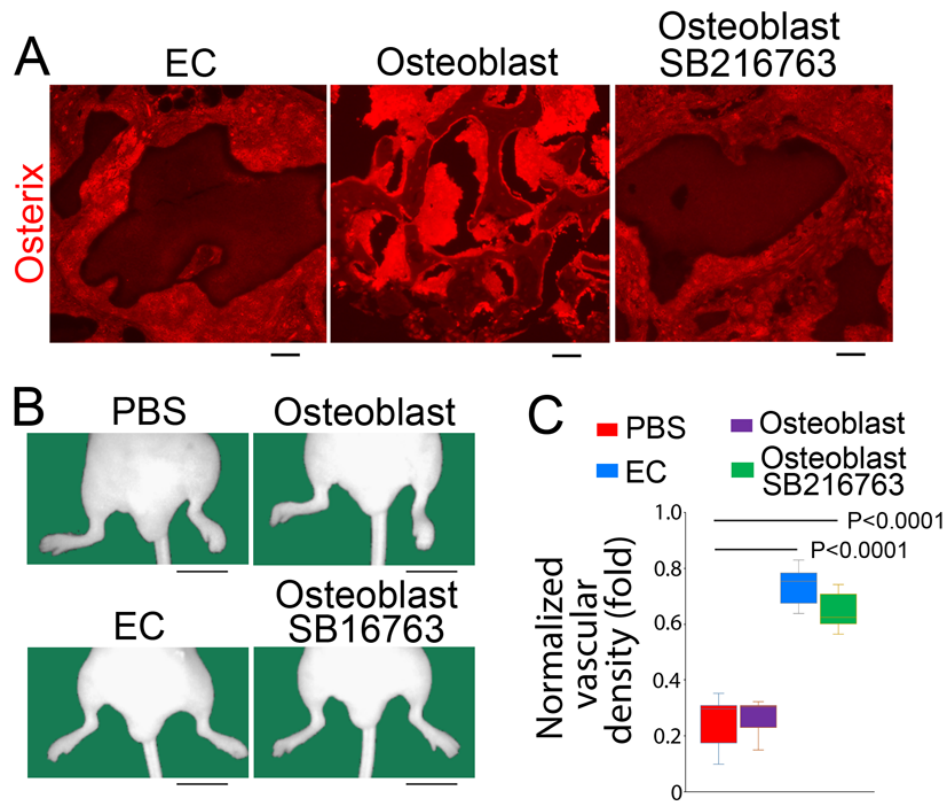

**Figure 4. SB216763 treatment causes osteoblasts to lose osteogenic capacity in ectopic bone formation but gain ability to integrate into vascular endothelium to improve vascular repair.** (A) Immunostaining of the sections of implants of SB216763-treated osteoblasts with anti-osterix antibodies (n=6). Scale bar, 50  $\mu$ m. (B) Laser Doppler perfusion images with documentation camera after cell transplantation (n=8). PBS, phosphate buffered saline. EC, mouse pulmonary endothelial cells. Scale bar, 10 mm. (C) Analysis of vascular density in ischemic sites after cell transplantation (n=10). C was analyzed for statistical significance by ANOVA with post hoc Tukey's analysis. The bounds of the boxes are upper and lower quartiles. The line in the box is median and the whiskers are the maximum and minimal values.

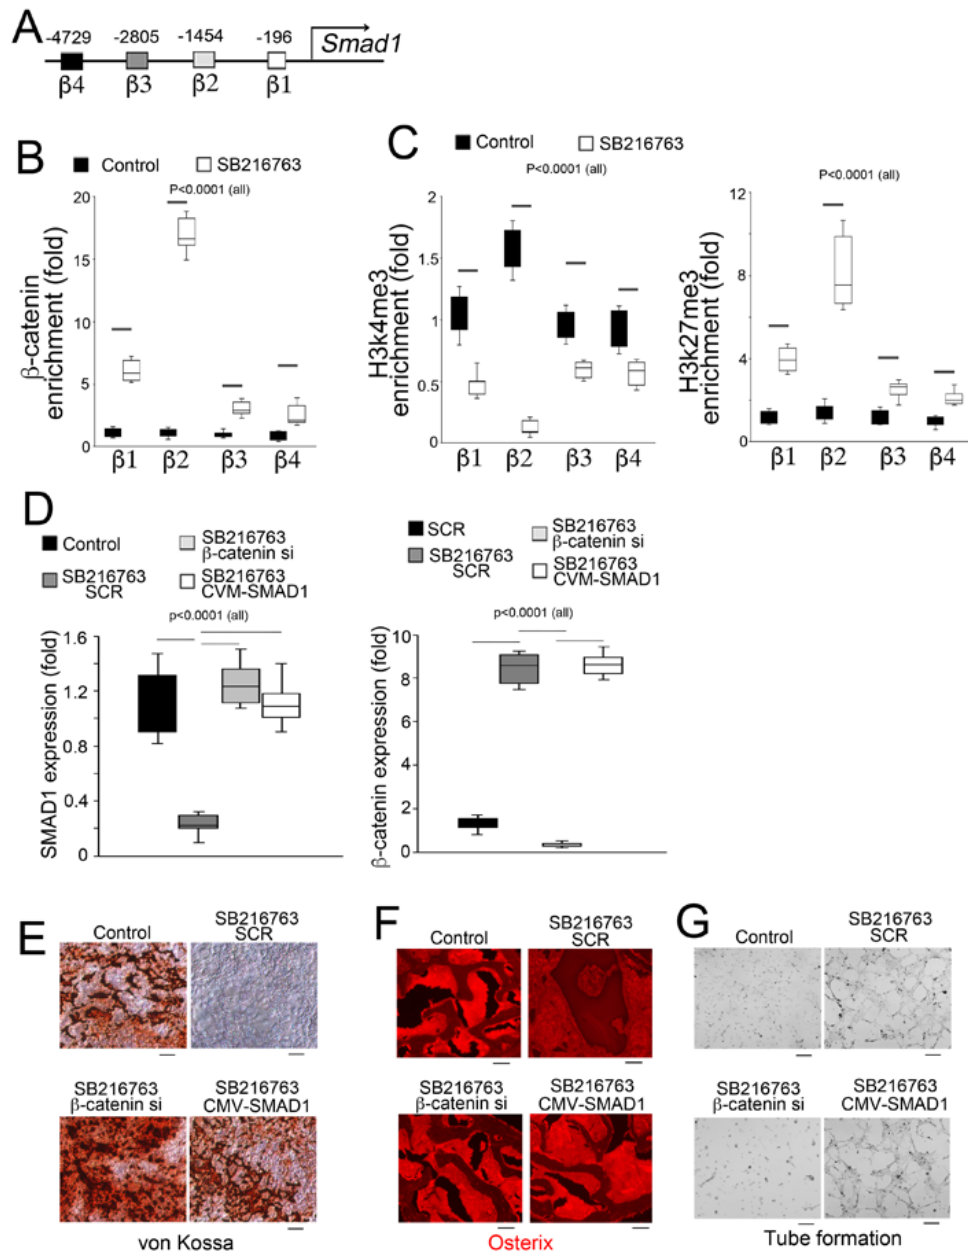

**Figure 5. Increased  $\beta$ -catenin decreases SMAD1 and together are responsible for SB216763 to induce osteoblastic-endothelial transdifferentiation.** (A) DNA-binding sites of  $\beta$ -catenin in promoter region of *Smad1* gene. (B-C) ChIP assay of DNA-binding of  $\beta$ -catenin and histone modification in promoter of *Smad1* gene. (D) Expression of SMAD1 or  $\beta$ -catenin in SB216763-treated osteoblasts infected with lentiviral vectors containing CMV promoter-driven SMAD1 cDNA or lentiviral vectors containing  $\beta$ -catenin siRNA (n=6). (E) Osteogenesis assay stained with alizarin red (n=6). Scale bar, 50  $\mu$ m. (F) Immunostaining of sections of implants with anti-osterix antibodies (n=6). Scale bar, 50  $\mu$ m. (G) Tube formation assay (n=6). B, C and D were analyzed for statistical significance by ANOVA with post hoc Tukey's analysis. The bounds of the boxes are upper and lower quartiles. The line in the box is median and the whiskers are the maximum and minimal values.

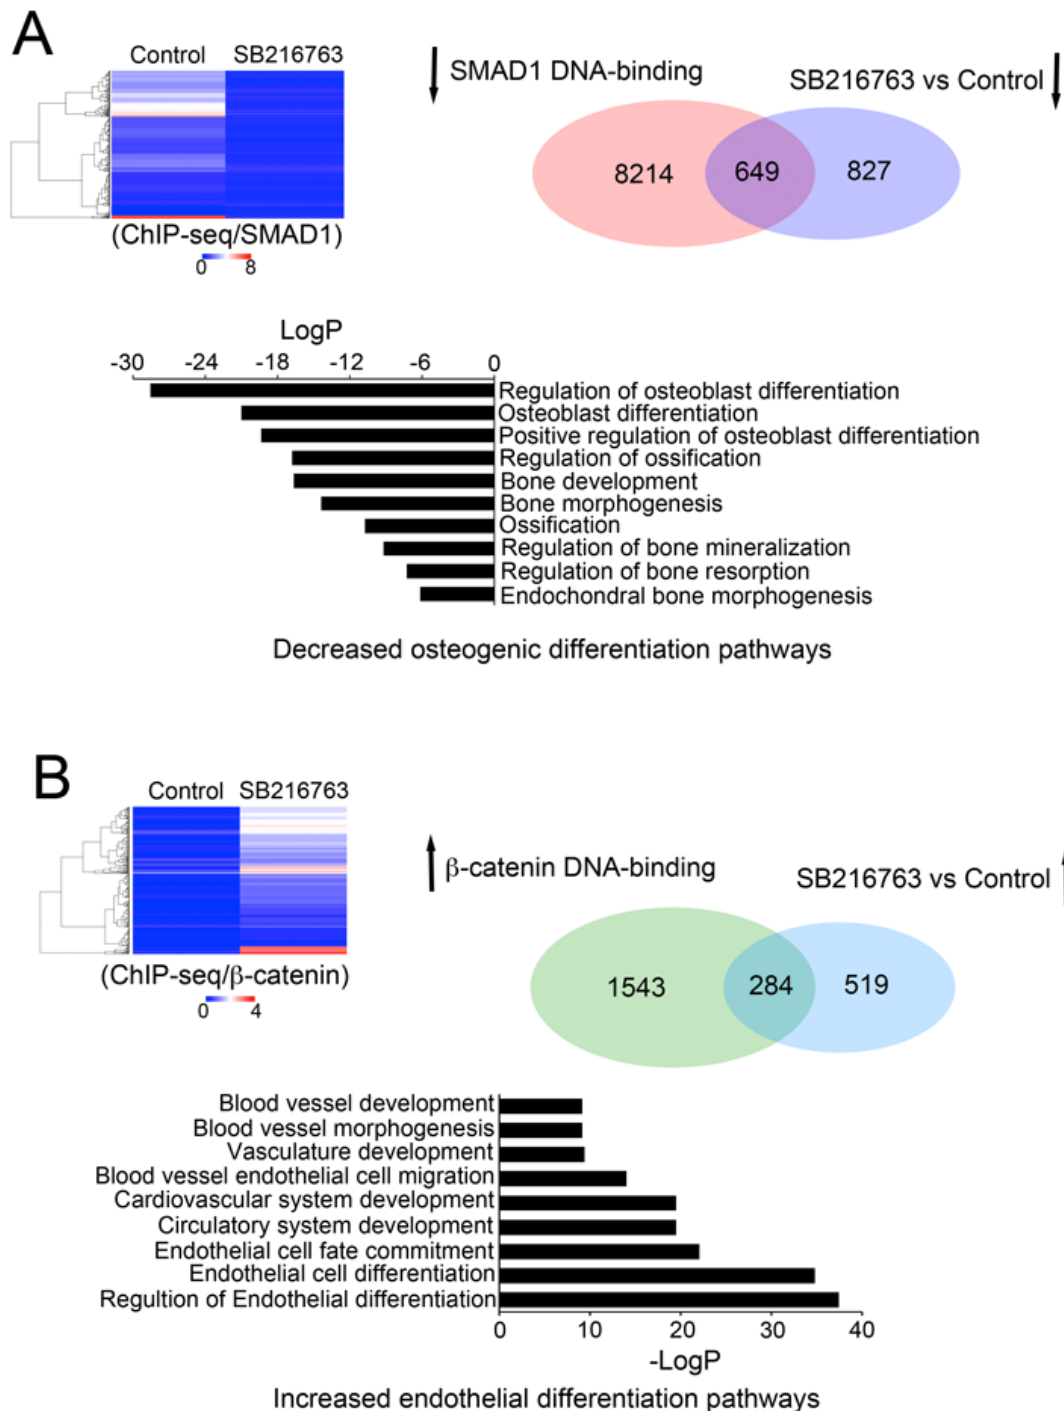

**Figure 6. Modulation of  $\beta$ -catenin and SMAD1 alter transcriptional landscapes of osteoblasts.** (A) Heatmap of the cohorts of genes with decreased SMAD1 DNA-binding and GO analysis of the genes with decreased SMAD1 DNA-binding and decreased expression in SB21673-treated osteoblasts. (B) Heatmap of the cohorts of genes with increased  $\beta$ -catenin DNA-binding in SB21673-treated osteoblasts and GO analysis of the genes with increased  $\beta$ -catenin DNA-binding and increased expression in SB21673-treated osteoblasts.

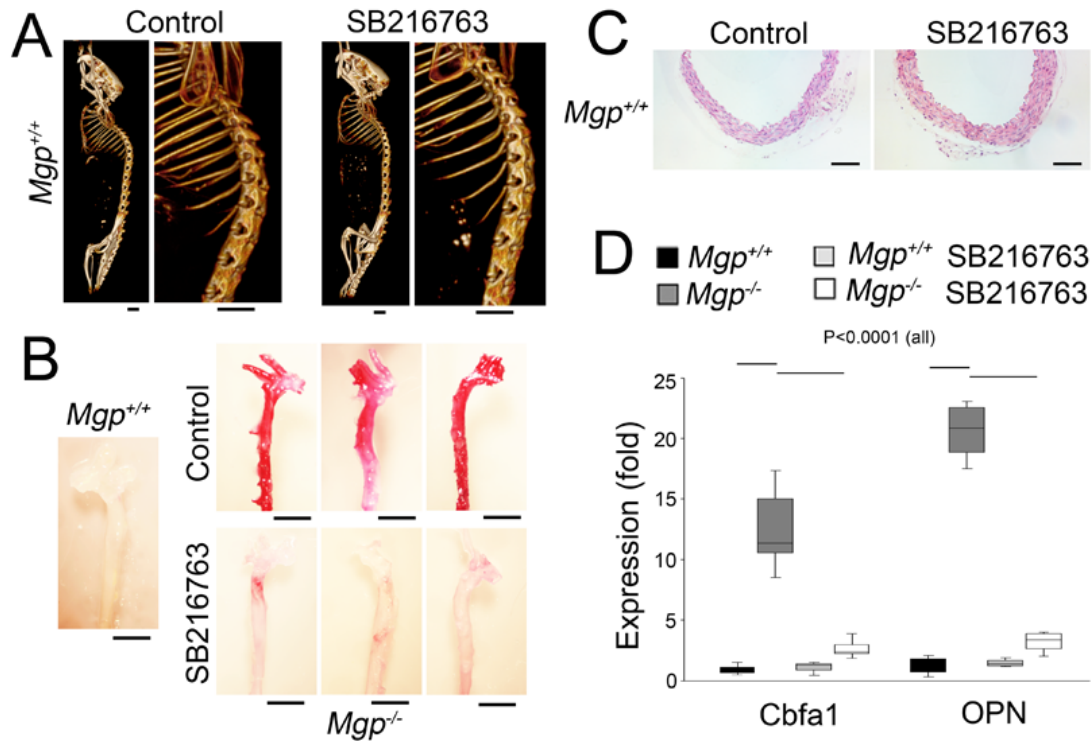

**Figure 7. SB216763 shifts osteogenesis to endothelial differentiation to ameliorate vascular calcification in *Mgp*<sup>-/-</sup> mice.** (A) Micro-CT images of wild type (*Mgp*<sup>+/+</sup>) mice after SB216763 treatment (n=6). Scale bar, 5 mm. (B) Alizarin red staining of aortic tissues (n=6). Scale bar, 5 mm. (C) H&E staining of aortic tissues of *Mgp*<sup>+/+</sup> mice after SB216763 treatment (n=6). Scale bar, 50  $\mu$ m. (D) Expression of *cbfa1* and osteopontin (OPN) in aortic tissues of *Mgp*<sup>-/-</sup> and *Mgp*<sup>+/+</sup> mice after SB216763 treatment (n=8). D was analyzed for statistical significance by ANOVA with post hoc Tukey's analysis. The bounds of the boxes are upper and lower quartiles. The line in the box is median and the whiskers are the maximum and minimal values.

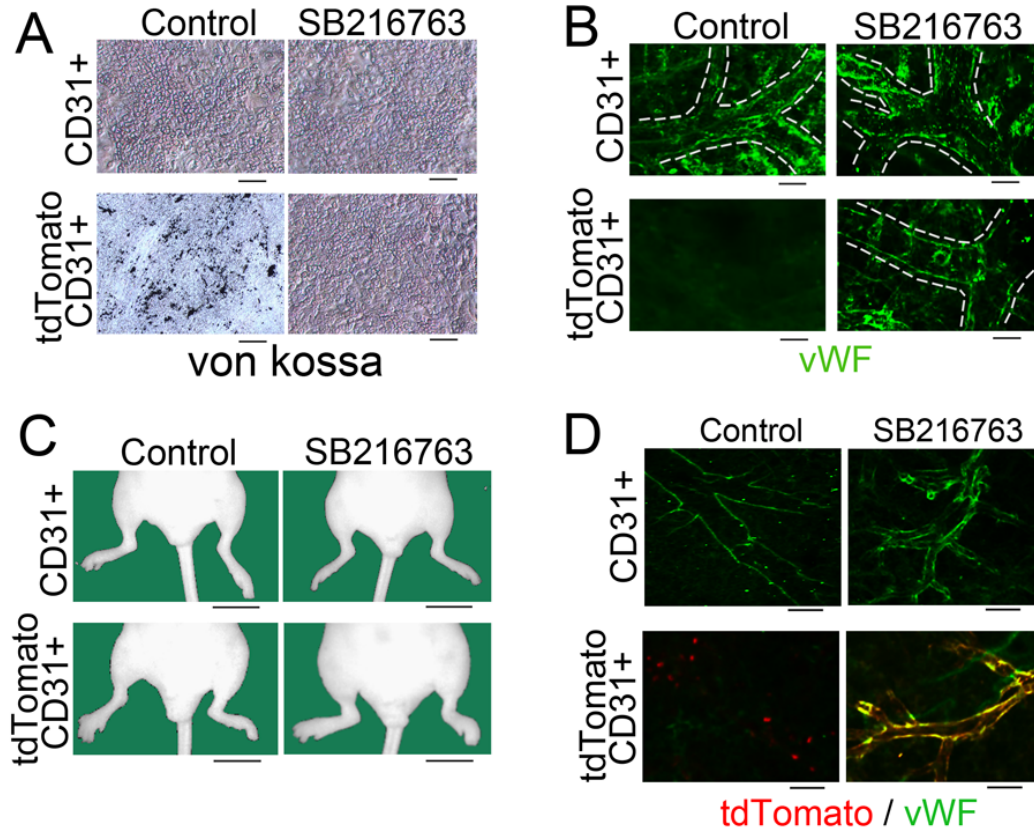

**Figure 8. Osteoblastic lineage-tracing reveals the shift of osteoblast-like cells to endothelial differentiation by SB216763 in calcified aortic tissue. (A)** Von Kossa staining of osteogenesis assay and **(B)** vWF staining of tube formation assay by using tdTomatoCD31+ cells isolated from aortic tissue of *Col1 $\alpha$ 1<sup>CreERT2</sup>Rosa<sup>tdTomato</sup>Mgp<sup>-/-</sup>* mice treated with or without SB216763 (n=6). CD31+ cells were used as control. Scale bar, 50  $\mu$ m. **(C)** Laser Doppler perfusion images with documentation camera after cell transplantation (n=6). Scale bar, 10 mm. **(D)** Immunostaining by using anti-vWF antibodies in ischemic sites after cell transplantation (n=5).

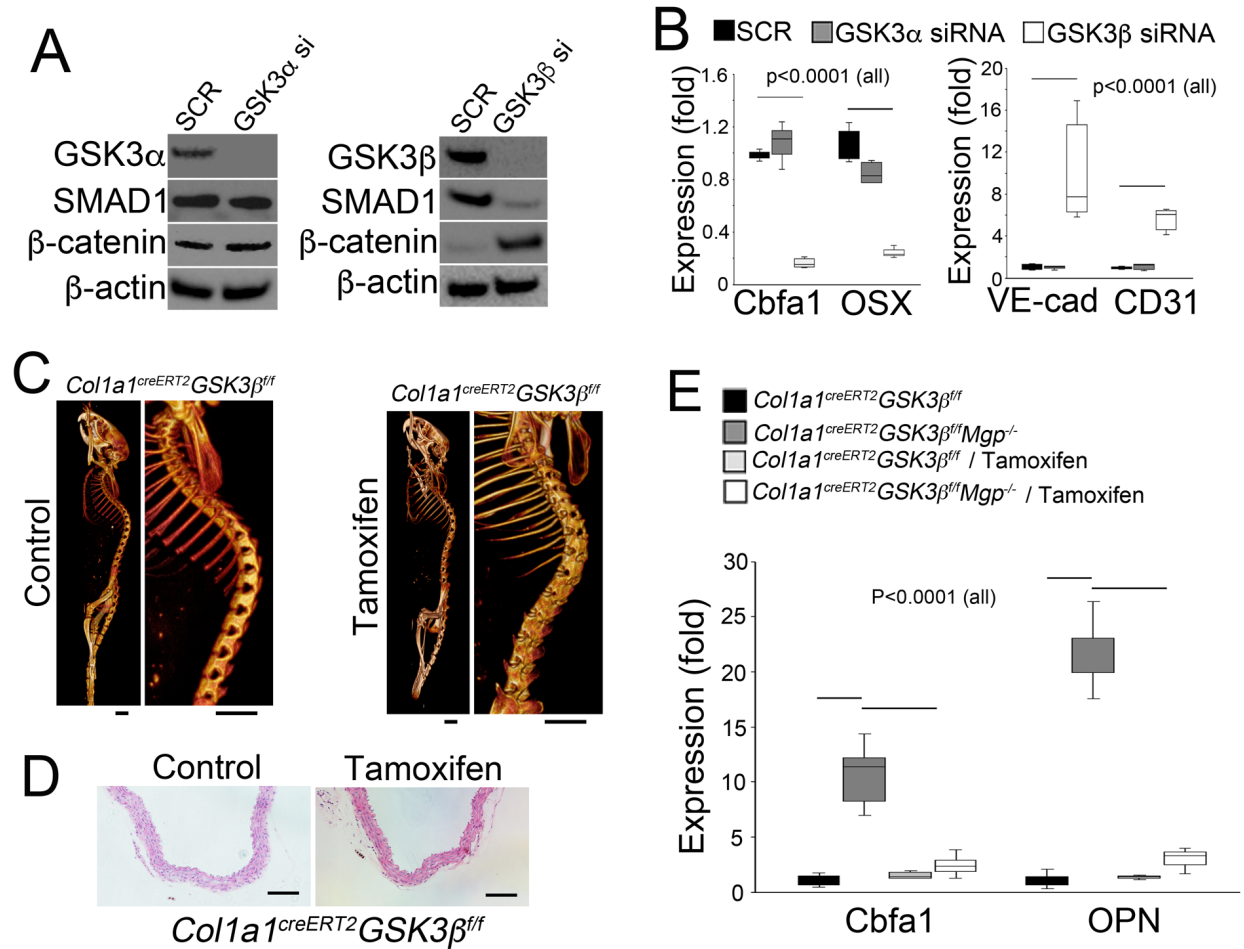

**Figure 9. Specific deletion of GSK3 $\beta$  reduces vascular calcification.** (A) Immunoblotting of osteoblasts transfected with GSK3 $\alpha$  or GSK3 $\beta$  siRNA (n=6).  $\beta$ -actin was used as loading control. (B) Real-time PCR showing the expression of Cbfa1, osteix (OSX), VE-cadherin (VE-cad) and CD31 in osteoblasts transfected with GSK3 $\alpha$  or GSK3 $\beta$  siRNA (n=6). SCR, scramble siRNA. (C) Micro-CT images of mice after injection of tamoxifen (n=6). Scale bar, 5 mm. (D) H&E staining of aortic tissues of mice after injection of tamoxifen (n=8). Scale bar, 5 mm. (E) Expression of Cbfa1 and osteopontin (OPN) in aortic tissues of mice after injection of tamoxifen (n=8). B and E were analyzed for statistical significance by ANOVA with post hoc Tukey's analysis. The bounds of the boxes are upper and lower quartiles. The line in the box is median and the whiskers are the maximum and minimal values.

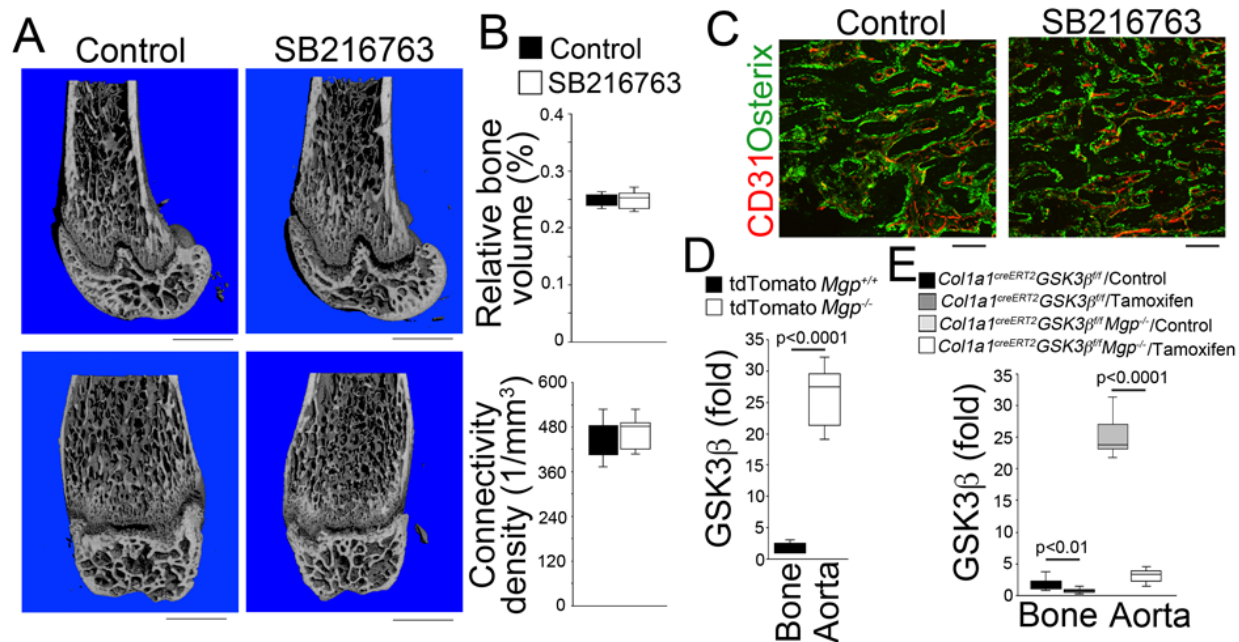

**Figure 10. SB216763 treatment has not shown impact on bone formation.** (A) Micro-CT imaging of bone tissues of wild type mouse treated with or without SB216763 (n=6). Scale bar, 1mm. (B) Relative bone volume and connectivity density of bone tissues of wild type mice treated with or without SB216763 (n=6). (C) Immunostaining of bone tissues of wild type mice by using anti-CD31 or anti-osterix antibodies (n=6). Scale bar, 50 $\mu$ m. (D) GSK3 $\beta$  expression in the tdTomato-positive cells from bone of *Col1 $\alpha$ 1*<sup>CreERT2</sup>*Rosa*<sup>tdTomato</sup> mice and aorta of *Col1 $\alpha$ 1*<sup>CreERT2</sup>*Rosa*<sup>tdTomato</sup>*Mgp*<sup>-/-</sup> mice after tamoxifen injection (n=7). (E) GSK3 $\beta$  expression in the bone of *Col1 $\alpha$ 1*<sup>CreERT2</sup>GSK3 $\beta$ <sup>fl/fl</sup> and the aorta of *Col1 $\alpha$ 1*<sup>CreERT2</sup>GSK3 $\beta$ <sup>fl/fl</sup>*Mgp*<sup>-/-</sup> mice after tamoxifen injection (n=5). B and D were analyzed by unpaired Student's t test. E were analyzed for statistical significance by ANOVA with post hoc Tukey's analysis. The bounds of the boxes are upper and lower quartiles. The line in the box is median and the whiskers are the maximum and minimal values.

How the deposited data were processed for this re-analysis (not part of the article)

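RNA-Seq libraries of control MC3T3 osteoblasts, SB216763-treated MC3T3 osteoblasts, and mouse pulmonary ECs were analyzed, 3 of each. The authors aligned the reads and counted them per gene with STAR, as the paper's methods state, and deposited the resulting counts, whole numbers without normalization, in one table of 50686 genes. The version of STAR, the genome build, the annotation, and the strand setting are not stated in the paper's text for the RNA-Seq. Each column of the table was matched to its library by the name of the sample, and no column was left without a match. The sample labels give the same protocol text, SB216763 for 14 days, for every sample, controls and ECs included. The groups were therefore taken from the sample titles and treatment entries. Gene symbols were found for 50376 of the Ensembl identifiers. Coordinates were looked up by identifier in GENCODE mouse release 21 on GRCm38 for 50462 genes. They describe that annotation, since the deposited table gives no coordinates.

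The tests were run on the counts as deposited, in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr with the 3 groups, libraries were normalized by TMM, and a quasi-likelihood model was fitted to all 9 libraries. The 3 comparisons were SB216763-treated against control osteoblasts, control osteoblasts against ECs, and treated osteoblasts against ECs. A gene passed the threshold at an absolute log2 fold change of at least 2 and a Benjamini-Hochberg FDR under 0.01. Log2 fold changes were computed with a prior count of 0.125, and log2 CPM with a prior count of 2. Standard errors were derived from the log2 fold change and the F statistic. CPM values are TMM-normalized. Overlaps and gene lists were tested with 2-sided Fisher's exact tests over the genes tested. GO annotation was not used here, and lists of bone and vessel genes written by hand stand in its place.

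The depth ran from 30990107 to 68946333 counts per library, so a gene with fewer than 3 counts in a library was treated as below what its depth can show. A fold change against a group at or under that level is given as a lower bound. Intervals and levels of this kind cover counting error only.

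Genes are named by a rule set with the design. It covers the genes that the paper names in Figure 1E, in Supplemental Figures 2 and 3A, and for its mechanism, the genes of the hand-written lists, and the 5 genes with the largest change in each direction and in each cohort. The latter needed a mean of at least 10 CPM in the group where they are higher and no overlap of the libraries of the groups. One result that fell outside this rule is not reported here.

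The replicate numbers that pair libraries across groups come from the sample labels. The paper does not describe same-numbered libraries as pairs, so the fits leave the number out and a fit with it as a block was an alternative. The other alternatives were limma-voom (limma 3.58.1), DESeq2 1.42.0 with its size factors, scaling by library size only, upper-quartile normalization, no filter, a filter of at least 10 counts in every library of 1 group, fits of only the 2 groups compared, a log2 fold change of at least 1, an FDR under 0.05, a test against a log2 fold change of 2, other prior counts, other gene sets and a rank correlation for the similarity, another background for the lists, different control replicates for the 2 differences, and leaving out each library in turn.

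The tests were tried on simulated counts drawn from the means and totals of the libraries, with 200 of 15224 genes changed by a log2 fold change of 3 between treated and control osteoblasts. The quasi-likelihood test, limma-voom, and DESeq2 each called all 200 changed genes and 0 others. The changed genes were drawn from those above a minimum CPM in the controls, with as many raised as lowered. All other genes had the same mean in the treated and control osteoblasts. This setting is easier than the data, as it holds no changes at low counts or near the threshold and no imbalance of directions.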

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

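The tests of normalization and of a general rise of bone genes for Dmp1, and of EC RNA for these genes, were chosen only after their increases were seen, and the tests of depth and of abundant genes were chosen before their results were seen.

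The genes selected for the largest increases after SB216763 treatment, over all genes tested or within the cohort also higher in ECs, include 6 that the paper does not discuss and whose level was above that of the control osteoblasts in every treated library. Inmt was at least 164.6-fold higher, as its control libraries held 2, 1, and 0 counts. The log2 fold change was 8.53 for Dmp1, 8.47 for Cd200, 8.37 for Scml4, 7.48 for Cbs, and 7.06 for Trp53i11. Across the other normalizations, tests, and fits run for these genes, including the fits that each left out one library, it ranged from 8.17 to 8.84 for Dmp1, from 8.04 to 8.81 for Cd200, from 7.61 to 9.09 for Scml4, from 6.94 to 7.68 for Cbs, and from 6.66 to 7.26 for Trp53i11. The upper ends came from fits without one of the control libraries for Dmp1, Cd200, and Scml4, and from library size only for Cbs and Trp53i11. Inmt, Dmp1, Cd200, and Scml4 were among the largest of the genes tested with at least 10 CPM after treatment, and Cbs and Trp53i11 only among the largest of the cohort, so their size is in part a result of that selection.

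Difference in depth was weighed by thinning every library to the smallest total, after which 1442 genes passed the threshold between treated and control osteoblasts, against 1499 without thinning. With the 20 most abundant genes removed, 1500 genes passed. RNA from ECs in the treated libraries would raise genes in proportion to their EC level. Dmp1, Inmt, Scml4, Cbs, and Trp53i11 were higher in every treated library than in any EC library, so EC RNA cannot supply their increase. Cd200 rose over the control level by 30.3% of its EC level, against a median of 0.00259% for the other genes with a high level in ECs and almost none in the controls, so EC RNA does not account for it. For Dmp1, the lowest log2 fold change among the alternatives was 8.17. Of the other bone list genes tested, 16.3% were higher after treatment, so the increase of Dmp1 was not part of a general rise of that list. Of the 10 splits of the 6 MC3T3 libraries, 1, the real one, gave as many genes. The other splits gave 0 genes past the threshold, and from 35 to 54 at an unadjusted p under 0.05 and the same fold, against 1577 for the real one. The share of splits cannot be smaller with 3 libraries against 3, and each of the other splits mixes the groups. The share of splits therefore cannot decide on a chance arrangement. Against the spread of the replicates, edgeR's quasi-likelihood test passed 1499 genes between treated and control osteoblasts. This argues against a chance arrangement of these libraries for those genes as a set. It does not cover variation between cultures if the libraries of a group come from one culture, which is not stated. A response to SB216763 may explain these increases, as a hypothesis found and tested on the same libraries. An exchange of the control and treated groups, which the markers weighed under Other observations do not settle, would turn them into decreases.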

How the results depend on the processing

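The alternatives and the designs were set before the data were examined, and none was added later. The numbers of splits of the libraries were counted by a test chosen before its result was seen.

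The 8 numbers of genes past the threshold stayed within 1.5 times their reported value with limma-voom, DESeq2, library size only, upper-quartile normalization, either filter, fits of only the 2 groups compared, the replicate block, an FDR under 0.05, and a prior count of 2, and when each library was left out. At a log2 fold change of at least 1 they all grew, to 2015 lower and 1726 higher genes after SB216763, 2716 genes higher in control osteoblasts and 3295 higher in ECs, 834 and 679 genes in the lower and the higher cohort, and 2978 and 3608 genes higher in treated osteoblasts and in ECs. A test against a log2 fold change of 2 gave 318 higher genes, and 125 genes in the higher cohort. Both settings move the threshold itself, which is what changed the numbers. Across the 9 fits that each left out one library, the lower genes numbered from 912 to 954, the higher genes from 578 to 630, the lower cohort from 346 to 374, and the higher cohort from 246 to 273. Fits of only the 2 groups compared shared 73.9% of the higher cohort. A prior count of 2 shared 72.4% of it, and the test against a log2 fold change of 2 shared 48.6%. Each other setting shared at least 87.9%.

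With library size only, the median log2 fold change of all genes between treated and control osteoblasts moved from 0.01 to 0.22, and the lower genes went from 60.5% to 52.4% of all genes past the threshold.

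With the replicate number as a block, the lower and higher genes numbered 901 and 581, the genes higher in control osteoblasts and in ECs 1533 and 2101, the cohorts 350 and 251, and the genes higher in treated osteoblasts and in ECs 1605 and 2331. The correlation of same-numbered deviations lay between -0.0173 and 0.0689, so the numbers show little pairing. In each of the 3 comparisons, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes in either direction. Of these splits, 4 part all same-numbered libraries, the real one included, and the others leave some of them together. The other splits gave 0 genes past the threshold. At an unadjusted p under 0.05 and the same fold, they gave from 35 to 54 genes for treated against control osteoblasts (real split 1577), from 2 to 7 for control osteoblasts against ECs (real split 3651), and from 4 to 13 for treated osteoblasts against ECs (real split 3955). With 10 splits the share cannot be smaller, and each of the other splits mixes the groups. The share of splits therefore cannot decide on a chance arrangement of the libraries. Against the spread of the replicates, edgeR's quasi-likelihood test passed 1499 genes for treated against control osteoblasts. It passed 3635 for control osteoblasts against ECs and 3933 for treated osteoblasts against ECs. Group differences beyond the replicate spread in so many genes argue against a chance arrangement of these libraries for these sets of genes. Whether the libraries of a group come from separate cultures is not stated, so this spread may leave out variation between cultures.

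The difference in similarity to ECs between treated and control osteoblasts changed with the setting. It was -0.00653 with Spearman's correlation, 0.00103 with a prior count of 0.5, 8.48e-04 with the stricter filter, 0.0447 over the 1000 most variable genes, and 0.147 over the genes of Supplemental Figure 3A. It ranged from -0.00187 to 9.02e-04 across the 9 fits that each left out one library. The cause was not tested. The median share of the difference between control osteoblasts and ECs was 0.0656 with a prior count of 0.5 and 0.0904 over the genes past a log2 fold change of 1, and the cause was not tested. The bone list kept its side of the threshold in every setting run for it. The vessel list had 5 genes in the higher cohort at a log2 fold change of at least 1, against 2.01 expected over all genes tested. That background does not allow for the many genes of the list that are higher in ECs. With TMM, 8 of its genes were higher at the FDR threshold, with a log2 fold change of at most 1.90, which is under the fold threshold of 2. Against the background of genes past the threshold between control osteoblasts and ECs it had 0, with a smaller p, because the number expected rose from 0.761 to 5.01.

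Of 88 named genes under 16 settings, 78 kept their direction and their side of the threshold throughout, and 10 gene and setting pairs fell below the threshold (Apcdd1, Cnn1, and Irs1) and 7 rose past it (Cdh2 and Mcam). Directions reversed in 12 pairs, all for genes with log2 fold changes near 0. Emcn was at -0.12 with limma-voom, and Gsk3b at 0.046 with library size only. Across the fits that each left out one library, the log2 fold change ranged from -0.15 to 0.26 for Cdh5, from -0.44 to 0.35 for Emcn, from -0.012 to 0.087 for Gsk3a, and from -0.16 to 0.27 for Pecam1. For Cdh5, Emcn, and Pecam1 the depth limits how small a change can be seen, as each had at most 49.0 counts in any MC3T3 library.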

Differences from the paper's values

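The numbers of genes that the paper reports were all within 1.5 times those found here. They were 827 lower and 519 higher genes after SB216763 in the paper, against 907 and 592 here, and 307 and 235 genes in the paper's cohorts, against 348 and 257 here. Among the settings, a prior count of 2 gave 817 lower genes, a fit of only the treated and control libraries gave 517 higher genes, library size only gave 299 genes in the lower cohort, and the fit without SB216763 replicate 3 gave 246 genes in the higher cohort. For the paper's 1357 genes higher in control osteoblasts and 1801 higher in ECs, the nearest values were 1271 and 1755 with a test against a log2 fold change of 2.

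The paper states that SB216763 suppressed osteogenic markers and enhanced endothelial markers, and the heatmap of Supplemental Figure 3A shows every osteogenic gene lower and every endothelial gene higher in the treated than in the control osteoblasts. Spp1 (osteopontin) had a log2 fold change of 4.44 here. Bglap2 had a log2 fold change of 0.29, with the uncertainty of a near-identical copy. Of the endothelial genes of the heatmap, Flt1, Ephb2, Cd34, Apln, and Eng were lower after treatment here, with log2 fold changes of -3.33, -1.38, -0.83, -1.23, and -0.79. Acvrl1, Cdh5, Emcn, Kdr, Nos3, Pecam1, and Tie1 showed no detectable change, with log2 fold changes from -0.64 to 0.09 and a lowest adjusted p of 0.119 from edgeR's quasi-likelihood test. Their mean z scores lay from -0.72 to -0.66 in the treated osteoblasts and from -0.67 to -0.61 in the controls, whereas the heatmap shows the treated osteoblasts between the controls and ECs. The heatmap shows Sema5a and Ephb2 highest in ECs. Here Sema5a was at 1.88 CPM in ECs and 291 CPM in treated osteoblasts, and Ephb2 at 0.751 CPM in ECs and 61.7 CPM in the controls.

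Figure 1E places the labels of Runx2, Bglap, Foxc2, and Vwf outside its dashed lines. Here Runx2 had a log2 fold change of -0.44, inside those lines. Bglap, Foxc2, and Vwf had -1.12, 1.64, and 1.07, past a log2 fold change of 1 but not past the threshold of 2.

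The paper states that the treated osteoblasts became more similar to the ECs. Across all genes tested, the difference in correlation with ECs was -3.99e-04 here. Settings that gave a higher similarity after treatment were a prior count of 0.5, the stricter filter, the 1000 most variable genes, the genes of Supplemental Figure 3A, and the fits without SB216763 replicate 1 or 3. It was lower with Spearman's correlation, with a difference of -0.00653, without a filter, and in the other fits that each left out one library. The paper states that GO terms of endothelial differentiation and vascular formation were enriched in the higher cohort. The hand-written vessel list, which is not the same measure, had 0 genes in that cohort here, and 9 of its genes were higher at an unadjusted p under 0.05. At a log2 fold change of at least 1 it had 5, against 2.01 expected over all genes tested. That background does not allow for the many genes of the list that are higher in ECs. The background that does was used only at the threshold of 2.

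By PCR in other cultures (Supplemental Figure 2), the paper reports no induction of mesenchymal and stem cell markers, and no changes in markers of smooth muscle cells, pericytes, fibroblasts, and nonvascular lineages or in genes of glucose metabolism. Of 50 genes mapped to these markers, 35 were tested in the RNA-Seq libraries, where 10 were lower after treatment past the threshold, and Cd38, a hematopoietic marker, was higher, with a log2 fold change of 8.80. Of the smooth muscle genes, Acta2 went from 2915 ± 95.8 to 144 ± 9.10 CPM (SD, n = 3), and Tagln had a log2 fold change of -3.37. Of the pericyte genes, Cspg4 (NG2) had a log2 fold change of -3.40, and Pdgfrb of 1.56. The log2 fold change was -3.15 for Pax6, a neuronal gene, and -2.17 for Irs1, a gene of glucose metabolism, or -1.96 with library size only. Cnn1, another smooth muscle gene, was past the threshold but lost this with library size only, the replicate block, a prior count of 2, and some of the fits that each left out one library. Of the mesenchymal and stem cell genes, Nanog, Ly6a, and Snai2 had log2 fold changes of -3.45, -4.41, and -1.75, which are decreases.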

Other observations

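The tests of the Wnt target genes, the proliferation genes, the share of genes moving toward ECs, and the rise over the control level and the ratio in the controls for EC RNA were chosen only after those results were seen. The other test of EC RNA and the tests of depth, abundant genes, GC content, chromosomes, and shared controls were chosen before their own results were seen.

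The paper reports flow cytometry, staining, and PCR of endothelial markers in other cultures of SB216763-treated osteoblasts, among them CD31, VE-cadherin, CD34, and eNOS. For Flk1, it reports EGFP driven by the Flk1 promoter in such cultures, which is not a measure of Flk1 itself. In the RNA-Seq libraries of treated osteoblasts, Kdr (Flk1) was at 0.420 ± 0.0704 CPM, Pecam1 (CD31) at 0.788 ± 0.202 CPM, and Nos3 (eNOS) at 0.416 ± 0.0981 CPM (SD, n = 3). In the controls they were at 0.508 ± 0.0461, 0.759 ± 0.182, and 0.501 ± 0.0776 CPM, and in ECs at 1230.2 ± 22.6, 1756 ± 14.6, and 455 ± 18.9 CPM. RNA from ECs in the treated libraries was tested as a technical explanation of the endothelial genes that rose. Over 120 genes with at least 50.0 CPM in ECs and under 0.500 CPM in the controls, the treated osteoblasts reached a median of 0.0745% of the EC level, against 0.0709% in the controls. The 10th and 90th percentiles were 0.0264% and 0.764%, a ratio of 28.9, and 3 genes were above 10.0%. The same ratio was 6.04 in the controls, and low counts and the control level widen it, so the ratio cannot tell whether some EC RNA was present. The median rise over the control level was 0.00259% of the EC level over these genes without Cd200. EC RNA would raise genes in proportion to their EC level. So small a rise argues against EC RNA as the source of the increases of Nr2f2, Hes1, and Notch1. Nr2f2 and Hes1 also lay above the EC level in the treated libraries. Of the 776 genes past the threshold in both comparisons, 78.0% changed in the direction of the EC level, counted by sign and including genes that went beyond it. This share restates the overlaps of the 2 comparisons and is no separate test of a move of the profile toward ECs. Over all 3635 genes past the threshold between control osteoblasts and ECs, the median gene covered 0.0517 of that difference. The comparisons share the control libraries, which favors a direction toward ECs. With different control replicates in each, the correlation across genes of the log2 fold changes went from 0.246 to 0.237, a fall of 0.00911.

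For the 1499 genes past the threshold between treated and control osteoblasts, a difference in depth, abundant genes, GC content or gene length, and cells of another clone or line were tested as technical explanations. After every library was thinned to 30990107 counts, 1442 genes passed. With the 20 most abundant genes removed, 1500 passed. Across 15494 genes with a value, the Spearman correlation of the log2 fold change was 0.0555 with GC content and 0.0416 with transcript length, and 1506 genes passed after these trends were removed. The autosome whose median log2 fold change lay farthest from that of all genes was chromosome 17, at a distance of 0.139. Between control osteoblasts and ECs, which are different cells, the median on chromosome 5 was -0.62. Depth and abundant genes do not account for the number of genes, and the log2 fold change followed GC content and length only weakly. A clone without a change in the copy number of whole chromosomes would leave the medians of the autosomes as they are. The medians can therefore not tell such a clone apart from a response to SB216763.

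GSK3 inhibition stabilizes β-catenin, and the paper reports more β-catenin protein after SB216763. One of the hand-written lists holds target genes of Wnt and β-catenin signaling. Axin2, Tcf7, and Rnf43 had log2 fold changes of -4.83, -5.41, and -6.26 and were lower in 3 of 3 treated libraries than in any control. Of 8 targets of the list that were tested, 4 were lower past the threshold, or 3 with library size only, where Apcdd1 fell short. Apcdd1 also fell short in the fit without SB216763 replicate 3, with a log2 fold change of -1.99. The number higher past the threshold was 0, and the number higher was 0 at an unadjusted p under 0.05, or 1 with library size only. The highest log2 fold change of Axin2 among the alternatives was -4.63, so normalization does not account for the decrease. The paper names 2 other genes, Sox17 and Dll4, as direct targets of β-catenin in endothelial differentiation. Dll4 went from 0.0679 ± 0.0593 to 0.701 ± 0.0565 CPM, against 12.9 ± 0.182 CPM in ECs (SD, n = 3), past the threshold with a log2 fold change of 3.06, which ranged from 2.53 to 3.37 across the settings run for it. Sox17 had at most 2 counts in any treated library and 8 in any control, with a log2 fold change of -1.51 (adjusted p = 0.0435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An exchange of the control and treated groups was weighed by Runx2, Sp7, and Bglap, the osteogenic genes that the paper finds lower by PCR in other cultures treated with SB216763 (Figure 1D and Supplemental Figure 1A). All 3 were lower in the libraries labeled as treated, where an exchange would have made them higher. Cd34, which the paper finds higher in the same PCR, was lower, with a log2 fold change of -0.83, the direction that an exchange would give, and Cdh5, Pecam1, and Nos3 showed no detectable change. These markers together do not settle an exchange, so the decreases of the Wnt targets cannot be told apart from it. An exchange would also reverse every other difference between treated and control osteoblasts that is given here. A candidate explanation of the decreases is feedback or a late state after 14 days of treatment, which these libraries of a single time point cannot test. At the RNA level, Ctnnb1 had a log2 fold change of 0.23 (adjusted p = 2.90e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Smad1 went from 45.8 ± 1.20 to 25.7 ± 1.68 CPM, a log2 fold change of -0.84. Gsk3a and Gsk3b had log2 fold changes of 0.03 and -0.16.

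All 8 genes of the hand-written list of proliferation genes were lower past the threshold after treatment, with TMM and with each of the 5 other scalings or tests run for them. Mki67 and Top2a had log2 fold changes of -3.37 and -3.51. The median of the list was -3.62, and its highest value among the alternatives was -3.42. A lower share of dividing cells may explain this, which cannot be told apart from a difference in culture density between the groups.

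Neurod1, a neuronal gene of Supplemental Figure 2 that the filter left out, had 401 counts in SB216763 replicate 3, 0 in SB216763 replicates 1 and 2, and at most 3 in any other library. No explanation of this single library was tested.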
